# Further engineering of *R. toruloides* for the production of terpenes from lignocellulosic biomass

**DOI:** 10.1186/s13068-021-01950-w

**Published:** 2021-04-21

**Authors:** James Kirby, Gina M. Geiselman, Junko Yaegashi, Joonhoon Kim, Xun Zhuang, Mary Bao Tran-Gyamfi, Jan-Philip Prahl, Eric R. Sundstrom, Yuqian Gao, Nathalie Munoz, Kristin E. Burnum-Johnson, Veronica T. Benites, Edward E. K. Baidoo, Anna Fuhrmann, Katharina Seibel, Bobbie-Jo M. Webb-Robertson, Jeremy Zucker, Carrie D. Nicora, Deepti Tanjore, Jon K. Magnuson, Jeffrey M. Skerker, John M. Gladden

**Keywords:** *Rhodotorula*, Mevalonate pathway, Isoprenoids, Metabolic engineering, Α-bisabolene, Eucalyptol, 1,8-Cineole

## Abstract

**Background:**

Mitigation of climate change requires that new routes for the production of fuels and chemicals be as oil-independent as possible. The microbial conversion of lignocellulosic feedstocks into terpene-based biofuels and bioproducts represents one such route. This work builds upon previous demonstrations that the single-celled carotenogenic basidiomycete, *Rhodosporidium toruloides*, is a promising host for the production of terpenes from lignocellulosic hydrolysates.

**Results:**

This study focuses on the optimization of production of the monoterpene 1,8-cineole and the sesquiterpene α-bisabolene in *R. toruloides*. The α-bisabolene titer attained in *R. toruloides* was found to be proportional to the copy number of the bisabolene synthase (BIS) expression cassette, which in turn influenced the expression level of several native mevalonate pathway genes. The addition of more copies of BIS under a stronger promoter resulted in production of α-bisabolene at 2.2 g/L from lignocellulosic hydrolysate in a 2-L fermenter. Production of 1,8-cineole was found to be limited by availability of the precursor geranylgeranyl pyrophosphate (GPP) and expression of an appropriate GPP synthase increased the monoterpene titer fourfold to 143 mg/L at bench scale. Targeted mevalonate pathway metabolite analysis suggested that 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase (HMGR), mevalonate kinase (MK) and phosphomevalonate kinase (PMK) may be pathway bottlenecks are were therefore selected as targets for overexpression. Expression of HMGR, MK, and PMK orthologs and growth in an optimized lignocellulosic hydrolysate medium increased the 1,8-cineole titer an additional tenfold to 1.4 g/L. Expression of the same mevalonate pathway genes did not have as large an impact on α-bisabolene production, although the final titer was higher at 2.6 g/L. Furthermore, mevalonate pathway intermediates accumulated in the mevalonate-engineered strains, suggesting room for further improvement.

**Conclusions:**

This work brings *R. toruloides* closer to being able to make industrially relevant quantities of terpene from lignocellulosic biomass.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13068-021-01950-w.

## Background

Terpenes, or isoprenoids, constitute one of the largest groups of natural products, playing a variety of diverse roles from steroid hormone biosynthesis in humans to pollinator attraction in plants [1]. Besides the many applications that terpenes play in health and nutrition, they have also attracted a considerable amount of attention as candidates for renewable fuels and bioproducts. Monoterpenes such as pinene and 1,8-cineole show promise as potential precursors to renewable jet fuels [2]. A number of C_15_ sesquiterpenes such as α-bisabolene [3] and farnesene [4] can function as diesel fuels, following reduction to their respective alkanes by hydrogenation. Other terpenes such as the C_20_ diterpene, *ent*-kaurene may provide bio-based replacements for petrochemicals with a variety of industrial applications [5].

This work builds upon previous efforts to produce 1,8-cineole and α-bisabolene in the single-celled basidiomycete, *Rhodosporidium toruloides*. This fungus has previously been identified as an attractive host for production of biofuels and bioproducts from lignocellulosic biomass, in part due to its ability to co-metabolize multiple carbon sources, including C_5_ and C_6_ sugars and aromatic compounds found in lignocellulosic hydrolysates [6].

1,8-Cineole, or eucalyptol, is the major constituent of eucalyptus oil, but is also produced by several other plants and an endophytic fungus, *Hypoxylon sp.* [7, 8]. Research into the use of eucalyptus oil as a fuel goes back more than three decades, when its suitability for addition to gasoline–ethanol blends was examined. More recently, representatives of the aviation industry announced plans to expand its scope to use in jet fuel, prompting an increased interest in microbial production of 1,8-cineole from lignocellulosic feedstocks [9]. Monoterpene titers in microbial hosts are typically lower than titers achieved for other classes of terpene. Although titers of around 0.5 g/L have been reached in *Escherichia coli* for the monoterpenes limonene [10], 1,8-cineole, and linalool [11], much lower titers are usually observed in fungal hosts such as *Saccharomyces cerevisiae* [12]. Previous efforts to produce 1,8-cineole from lignocellulosic biomass in *R. toruloides* by expression of *HYP3* from *Hypoxylon *sp*. E7406B* resulted in a titer of 35 mg/L [2].

Research on microbial production of terpenes has been more heavily weighted towards sesquiterpenes, which are generally less toxic to microbes than monoterpenes and leave the cell more readily compared to larger terpenes such as carotenoids. Production of α-bisabolene was reported in *S. cerevisiae* and *R. toruloides* at titers of 900 mg/L and 680 mg/L, respectively [3, 6], with the latter produced from lignocellulosic hydrolysate. Somewhat surprisingly, the diterpene *ent*-kaurene was produced at higher titers (1.4 g/L) from lignocellulosic hydrolysate in *R. toruloides*, perhaps owing to the fact that the diterpene precursor, geranylgeranyl pyrophosphate (GGPP) was enhanced by expression of a heterologous GGPP synthase in the engineered strain [5]. In contrast, production of α-bisabolene and 1,8-cineole has thus far relied on native levels of their respective precursors, farnesyl pyrophosphate (FPP) and geranyl pyrophosphate (GPP). GPP in particular is produced in limited amounts in *R. toruloides* as the longer prenyl phosphate precursor FPP is generated in a single step from the mevalonate pathway C_5_ products, isopentenyl pyrophosphate (IPP) and dimethylallyl pyrophosphate (DMAPP). It therefore seems likely that 1,8-cineole titers in *R. toruloides* are limited by GPP levels and that production of all classes of terpenes may benefit from engineering to increase metabolic flux to IPP and DMAPP. Successive cycles of design, build, test, and learn (DBTL) were applied to explore these limitations to high-level terpene production in *R. toruloides*.

## Results and discussion

### Enhancing α-bisabolene titer in *R. toruloides*

Previous work on engineering *R. toruloides* for production of α-bisabolene indicated that flux through the native mevalonate pathway is relatively high in this species. A strain modified only by insertion of a heterologous α-bisabolene synthase gene (BIS) from *Abies grandis* under control of the native *R. toruloides GAPDH* (glyceraldehyde 3-phosphate dehydrogenase) promoter into WT *R. toruloides* achieved α-bisabolene titer of 294 mg/L in a defined medium containing 2% (w/v) glucose and 680 mg/L in a 2-L bioreactor fed with corn stover hydrolysate [6]. Since heterologous DNA was introduced into *R. toruloides* by ATMT, which results in DNA integration at random loci with a variable copy number, it was of interest to investigate the correlation between copy number and α-bisabolene titer for a range of P_*GAPDH*_-BIS transformants. A good correlation (*R*^2^ = 0.93, *p* = 1e−11) exists between α-bisabolene titer and P_*GAPDH*_-BIS copy number for the 20 strains examined and, since a plateau did not appear to have been reached, it seemed likely that BIS expression remained a limiting factor for α-bisabolene production (Fig. 1a). The linearity of this correlation also suggests that insertion locus may be less important than copy number in determining the level of heterologous gene expression. To test the hypothesis that the α-bisabolene titer is still limited by BIS gene expression, the highest-titer P_*GAPDH*_-BIS strain, BIS3, was selected for addition of a second expression cassette consisting of BIS under control of the native *R. toruloides* ANT (adenine nucleotide translocase) promoter [15]. This resulted in strain, GB2, which produced 1.5-fold more α-bisabolene than the parent strain, BIS3, and contained 6 copies of the P_*ANT*_-BIS cassette in addition to the original 10 copies of the P_*GAPDH*_-BIS cassette in BIS3 (Fig. 1b).

**Fig. 1:**
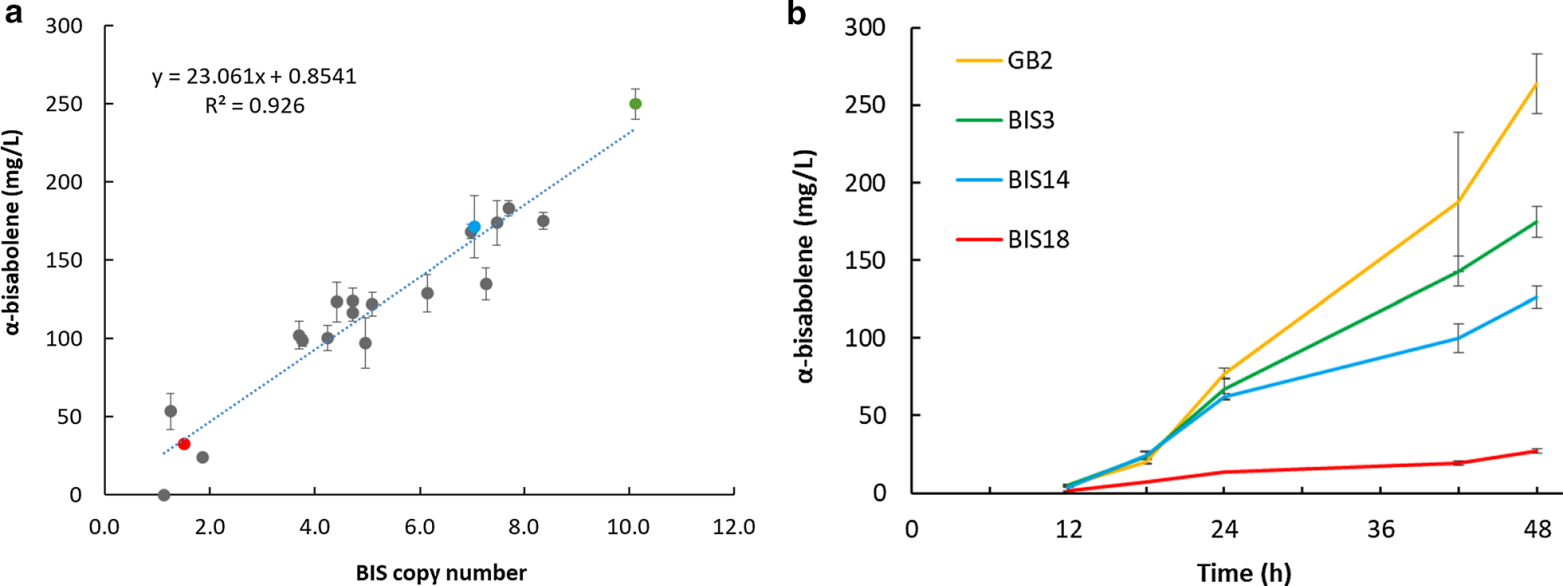
Engineering the production of α-bisabolene in *R. toruloides*. **a** Correlation between P_*GAPDH*_-BIS copy number and α-bisabolene titer at day 8 in SD medium containing 20 g/L glucose. **b** Production of α-bisabolene in SD medium containing 10 g/L glucose by three strains harboring the P_*GAPDH*_-BIS cassette at various copy numbers (shown as points of corresponding color in A) and strain GB2, built by insertion of 6 copies of P_*ANT*_-BIS into strain BIS3. BIS, α-bisabolene synthase from *Abies grandis*; P_*GAPDH*_, *R. toruloides* glyceraldehyde 3-phosphate dehydrogenase promoter; P_*ANT*_, *R. toruloides* adenine nucleotide translocase promoter

### Scale up of α-bisabolene production in lignocellulosic hydrolysate

*R. toruloides* has been identified as a promising host for production of renewable biofuels and bioproducts because it can efficiently utilize mixed carbon sources and tolerate potential growth inhibitors often found in lignocellulosic hydrolysates [6]. We therefore wanted to determine how the new high BIS-copy GB2 strain performs when grown on a lignocellulosic hydrolysate derived from corn stover (DMR-EH) for α-bisabolene production [13]. Growth and productivity were measured in 2-L bioreactors and the impact of nitrogen source and pH were investigated. Two of the bioreactors (A6 and A7, respectively) were used to compare two nitrogen sources supplementing the DMR-EH base medium: complex (10 g/L yeast extract) and defined (5 g/L ammonium sulfate). The medium supplemented with defined nitrogen also contained 100 µM iron sulfate and 100 mM potassium phosphate (pH 6.0). Medium pH was maintained above 5.0 during growth in these two bioreactors, while a third culture (A8) was grown in the defined nitrogen DMR-EH medium with no pH control. Although the pH in the third bioreactor dropped significantly (~ pH 3) over the course of the run, the final α-bisabolene titer, 1.9 g/L, was close to that of the pH-controlled cultures (Fig. 2). The two pH-controlled cultures grown on defined nitrogen and complex nitrogen also reached similar α-bisabolene titers, 2.1 and 2.2 g/L, respectively. The pH in the culture supplemented with yeast extract rose slightly to around pH 6.0 during the first half of the fermentation, only dropping as low as pH 5.0 by the end of the fermentation, while the culture supplemented with ammonium sulfate required an adjustment to keep the pH above 5.0 from days 2 to 8 (Fig. 2b).

**Fig. 2:**
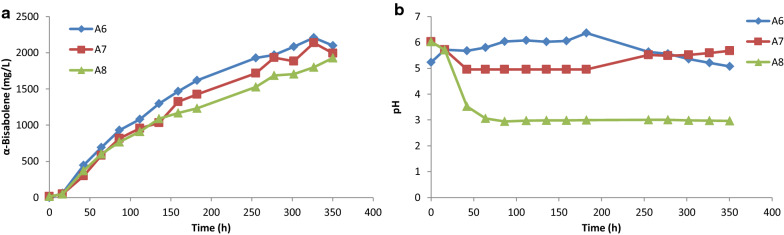
Production of α-bisabolene at 2-L scale. Strain GB2 was grown in medium containing DMR-EH supplemented with either 10 g/L yeast extract (bioreactor A6) or 5 g/L ammonium sulfate (bioreactors A7 and A8). Bioreactors A6 and A7 received a sodium hydroxide feed if the pH dropped below 5.0, while reactor A8 received no pH control. α-bisabolene titer (**a**) and pH (**b**) were monitored for 14 days. DMR-EH, Lignocellulosic hydrolysate prepared from corn stover by deacetylation and mechanical refining followed by enzymatic hydrolysis

### Transcriptomics and proteomics analysis of α-bisabolene producing strains

Generation of strains that produce different tiers of α-bisabolene provides an opportunity to understand how *R. toruloides* respond to the diversion of carbon flux toward a heterologous product and to identify potential targets for metabolic engineering. To examine this response on a systems level, wild-type *R. toruloides* and four strains that produced α-bisabolene at various titers (Fig. 1b) were selected for global proteomic and transcriptomic analysis. 

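Transcripts were counted in 36 libraries, 18 from each of the 2 time points. At each time point 6 libraries were of WT and 3 of each engineered strain, and all 6 WT libraries were used here, where the paper gives 3 replicates per strain. The sample labels give 2% glucose for the SD medium, and the paper gives 10 g/L. Strains BIS18, BIS14 and BIS3 held 1, 7 and 10 copies of P_GAPDH-BIS, which expresses the α-bisabolene synthase BIS, and GB2 was made from BIS3 by adding 6 copies of P_ANT-BIS. For the counts, the authors prepared TruSeq RNA libraries, read paired ends on a MiSeq and trimmed and filtered the reads with BBTools. By the paper's account they aligned them with HISAT2 to the IFO0880 genome extended by the BIS coding sequence. They counted them per transcript with featureCounts. The deposited counts carry no normalization. The counts list 8493 entries, of which 8490 are native transcripts. The others are BIS and the cassettes' resistance genes Nat (nourseothricin) and Hyg (hygromycin B). The paper does not name Nat and Hyg as additions to the genome, so the reference behind these counts held further cassette sequence. At 18 h the total counts per library were 1134992 to 2029181 (median 1377426.5) in WT, 1393335 to 1762892 (median 1395478) in BIS18, 1198611 to 1271591 (median 1227046) in BIS14, 1179884 to 1426725 (median 1229804) in BIS3 and 1387386 to 1965240 (median 1742319) in GB2. At 48 h they were 657951 to 3102440 (median 2073236) in WT, 2050451 to 3007981 (median 2061006) in BIS18, 1092869 to 1815228 (median 1643483) in BIS14, 1293825 to 2414447 (median 1788501) in BIS3 and 2096390 to 2339910 (median 2263954) in GB2. Transcripts are listed by number and not by gene name. The 17 genes of Table S2 were therefore linked to transcripts by adding 128 to the protein number that the paper gives. Among 538 offsets tried, this brought fold changes scaled by total counts closest to Table S2, once each strain's median difference was taken off. The root mean square difference then left was 0.022 on the log2 scale, against 0.55 for the next best offset. Fold changes of these genes are thus not independent of Table S2. Each time point was analysed in one edgeR fit with TMM normalization after edgeR's filterByExpr had removed transcripts with low counts, which left 7375 transcripts at 18 h and 7917 at 48 h. FPKM was computed from the counts with the listed length of each entry, which equals its genomic span, introns included, in 8493 entries.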

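By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the transcripts that differed from WT at 18 h (adjusted p under 0.05, of 7375 tested) numbered 39 in BIS18 (35 higher and 4 lower), 1295 in BIS14 (777 higher and 518 lower), 2404 in BIS3 (1275 higher and 1129 lower) and 4006 in GB2 (1943 higher and 2063 lower). With WT replicates 1 to 3 only, the 18 h count of BIS18 moved to 131 (74 higher and 57 lower), that of BIS14 to 467 and that of BIS3 to 1383. The WT replicates also differed among themselves at 18 h, where 650 of 7143 transcripts separated replicates 1 to 3 from replicates 4 to 6 (322 higher and 328 lower in replicates 4 to 6). At 48 h 0 of 7798 did, with 269 at an unadjusted p under 0.05, and without WT replicate 2 the number was 26. Of the 7917 transcripts tested at 48 h, those that differed from WT numbered 237 in BIS18 (172 higher and 65 lower), 1058 in BIS14 (654 higher and 404 lower), 502 in BIS3 (269 higher and 233 lower) and 1554 in GB2 (868 higher and 686 lower). WT replicate 2 at 48 h weighed heavily on these counts. Without it they were 1497 in BIS18, 2827 in BIS14, 1977 in BIS3 and 3382 in GB2. Other single libraries also moved the 48 h counts by more than 1.5 times. The count of BIS18 was 127 without WT replicate 3 and 59, 60 and 72 without BIS18 replicates 1, 2 and 3 in turn. For BIS14 it was 343 and 704 without BIS14 replicates 2 and 3 in turn. It was 293 without WT replicate 6 and 149, 157 and 149 without BIS3 replicates 1, 2 and 3 in turn for BIS3, and 854, 868 and 751 without GB2 replicates 1, 2 and 3 in turn for GB2. GB2 differed from BIS3 in 2148 transcripts at 18 h (1082 higher and 1066 lower) and in 229 at 48 h (161 higher and 68 lower). The latter count was 1910 without WT replicate 2, 50, 53 and 50 without BIS3 replicates 1, 2 and 3 in turn and 87, 104 and 87 without GB2 replicates 1, 2 and 3 in turn. For 2303 of 7890 transcripts the difference of GB2 from WT changed between 18 h and 48 h (1125 upward and 1178 downward, interaction term of a fit of all 36 libraries), and for 1503 without GB2 replicate 3.

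**Figure D1:**
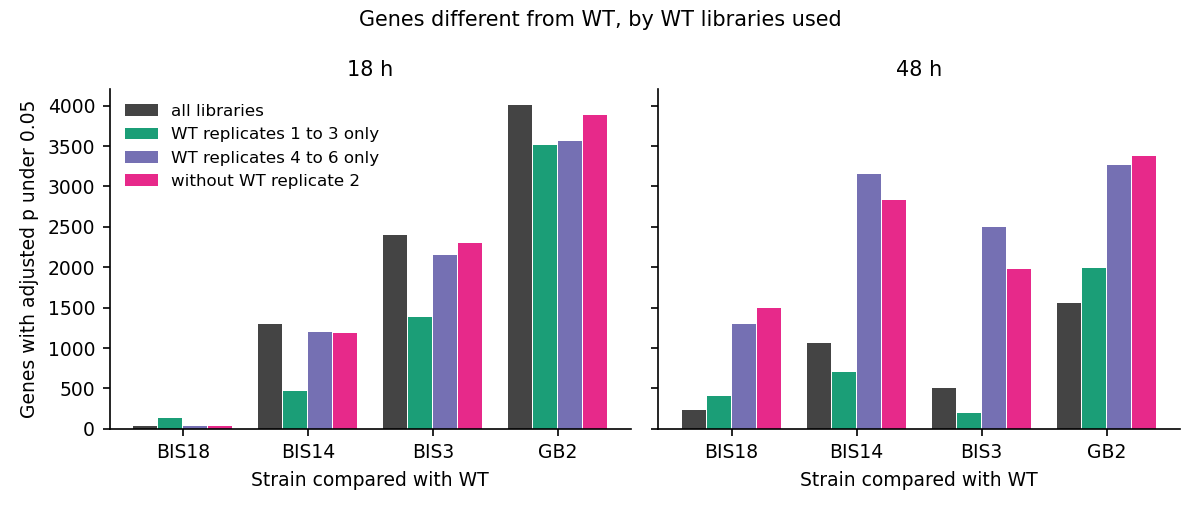
Number of transcripts that differed from WT (adjusted p under 0.05, vertical axis) in each engineered strain at 18 h and at 48 h, with all libraries, with WT replicates 1 to 3 only, with WT replicates 4 to 6 only and without WT replicate 2. At 48 h the bars without WT replicate 2 stand above those with all libraries for every strain, from 1497 against 237 in BIS18 to 3382 against 1554 in GB2.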

Growth and sugar consumption were monitored in SD medium containing 10 g/L glucose and samples taken at 18 and 48 h were used for omics analysis (Additional file 1: Fig. S1). Both protein and transcript data indicate that BIS is one of the most highly expressed genes in the highest-titer strain, GB2, harboring both P_*GAPDH*_-BIS and P_*ANT*_-BIS (Fig. 3 and Additional file 1: Table S1). 

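Ranked by FPKM among the 8490 native transcripts and itself, BIS held rank 1 in each of the 6 libraries of GB2 and of BIS3, at 18 h and 48 h. In BIS14 its mean rank was 1.67 ± 0.577 at 18 h and 3.0 ± 2.0 at 48 h (SD, n = 3). With 1 copy of the cassette, in BIS18, it ranked 216 ± 28.8 at 18 h and 279 ± 5.03 at 48 h (SD, n = 3). Ranking by CPM (counts scaled by the library total), which leaves out transcript length, moved the rank of BIS18 to 106 at 18 h and 136 at 48 h and that of BIS14 at 48 h to 1. In GB2, BIS took 1.96 to 2.12% of all counts in a library at 18 h and 1.45 to 1.57% at 48 h. Protein levels were not analysed here.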

Comparing the strains, BIS transcript and protein levels increase in parallel with the increase in copy number and α-bisabolene titer, surpassing expression levels of two of the strongest native genes, *ANT* and *TEF1* (translation elongation factor 1α), in most cases (Additional file 1: Table S1). 

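The FPKM of BIS at 18 h was 399 ± 31.0 in BIS18, 3127 ± 515 in BIS14, 6092 ± 802 in BIS3 and 8309 ± 332 in GB2 (SD, n = 3 each). At 48 h it was 331 ± 4.04 in BIS18, 2536 ± 349 in BIS14, 4048 ± 90.5 in BIS3 and 6189 ± 259 in GB2 (SD, n = 3 each). Per copy of the cassettes, this came at 18 h to 399 ± 31.0 in BIS18, 447 ± 73.6 in BIS14, 609 ± 80.2 in BIS3 and 519 ± 20.8 in GB2. Per copy at 48 h it came to 331 ± 4.04 in BIS18, 362 ± 49.9 in BIS14, 405 ± 9.05 in BIS3 and 387 ± 16.2 in GB2. Per copy with TMM effective library sizes, it came at 18 h to 385 in BIS18, 485 in BIS14, 731 in BIS3 and 666 in GB2. At 48 h those sizes gave 312 in BIS18, 362 in BIS14, 366 ± 9.81 in BIS3 and 385 ± 17.3 in GB2. The order of BIS3 and GB2 per copy at 48 h thus depended on the library size used. In WT, which holds no cassette, the FPKM was 1.82 ± 0.571 at 18 h and 2.27 ± 1.05 at 48 h (SD, n = 6), from 3 to 14 counts per library. These counts came to 0.0407% of the mean level of the engineered strains at 18 h and 0.0694% at 48 h. WT replicates 1 to 6 read 1.79, 1.96, 0.819, 2.58, 1.97 and 1.81 at 18 h and 1.29, 4.33, 2.01, 1.99, 2.17 and 1.84 at 48 h. From BIS18 to BIS14 the log2 change at 18 h was 3.13 (standard error 0.19, adjusted p = 2.02e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The next steps, from BIS14 to BIS3 and from BIS3 to GB2, were 1.08 (standard error 0.18, adjusted p = 0.00133) and 0.52 (standard error 0.17, adjusted p = 0.0295). The adjusted p of the step from BIS14 to BIS3 was 0.366 with only the 2 groups compared in the fit. Its range over 25 alternatives was 6.38e-07 to 0.366. For the step from BIS3 to GB2 it was 0.0825 with only the 2 groups compared in the fit, 0.0734 with all 36 libraries in one fit, 0.0976 without BIS3 replicate 1 and 0.0618 and 0.0632 without GB2 replicates 2 and 3 in turn. Over 25 alternatives this p ran from 0.00296 to 0.0976. At 48 h the step from BIS18 to BIS14 was 3.04 (standard error 0.27, adjusted p = 2.23e-05) in the same edgeR test. The steps from BIS14 to BIS3, 0.52 (standard error 0.25, adjusted p = 0.566), and from BIS3 to GB2, 0.76 (standard error 0.25, adjusted p = 0.117), were not past the threshold. Without WT replicate 2 at 48 h the adjusted p of these was 0.0130 and 0.000188, in ranges from 0.0130 to 0.918 and from 2.87e-05 to 0.309 over 25 alternatives each. The step from BIS3 to GB2 also passed with DESeq2 (8.07e-05), with only the 2 groups compared in the fit (2.87e-05) and with all 36 libraries in one fit (0.0329). The native genes ANT and TEF1 were not linked to transcripts here. Beside the paper's log2 FPKM for them, of 11.0 and 10.9 in BIS18, 11.4 and 11.4 in BIS14, 12.0 and 11.9 in BIS3 and 11.9 and 12.1 in GB2 at 18 h, the log2 FPKM of BIS was 8.64 ± 0.11 in BIS18, 11.60 ± 0.23 in BIS14, 12.56 ± 0.20 in BIS3 and 13.02 ± 0.058 in GB2 (SD, n = 3 each). With TMM effective library sizes the 18 h values of BIS were 8.59 in BIS18, 11.70 in BIS14, 12.82 in BIS3 and 13.38 in GB2, where the paper has 8.5, 11.7, 12.8 and 13.3. At 48 h the paper's values were 10.5 and 10.7, 10.7 and 11.0, 10.4 and 10.6, and 10.4 and 10.9 in the same order, and those of BIS 8.38 ± 0.018 in BIS18, 11.30 ± 0.19 in BIS14, 11.98 ± 0.032 in BIS3 and 12.59 ± 0.061 in GB2.

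**Figure D2:**
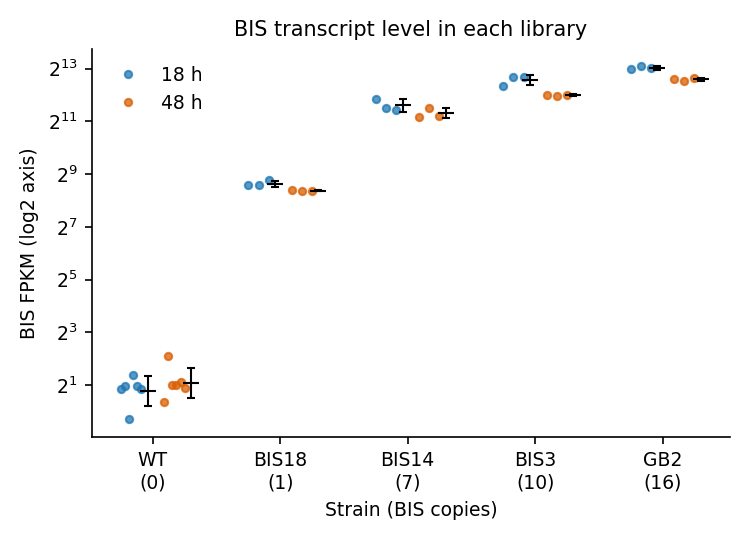
FPKM of BIS (log2 axis) in each library by strain, with the number of BIS copies, at 18 h and 48 h. Black marks give the mean ± SD of the log2 values. The GB2 libraries lie around 8309 at 18 h and 6189 at 48 h, and those of BIS18 around 399 and 331.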

Interestingly, expression of the first two enzymes of the mevalonate pathway, acetyl-CoA acetyltransferase (ERG10) and 3-hydroxy-3-methylglutaryl-CoA (HMG-CoA) synthase (ERG13), also increase in proportion to α-bisabolene production, suggesting that the cell induces regulation to increase metabolic flux into the mevalonate pathway to accommodate the diversion of carbon away from native mevalonate pathway products to α-bisabolene. 

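ERG10 (transcript 8806, scaffold 1, 734336 to 736325) gave 862 ± 60.2 TMM-normalized CPM in GB2 at 18 h (SD, n = 3). It gave 227 ± 15.0 in WT (SD, n = 6, for which the paper has 3). WT replicates 1 to 6 read 224, 215, 235, 207, 231 and 249. ERG13 (transcript 12250, scaffold 2, 508841 to 511191) gave 1692 ± 61.4 in GB2 (SD, n = 3) and 160.0 ± 21.3 in WT (SD, n = 6), where the replicates read 190.4, 173, 170.3, 151, 139 and 137. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of ERG10 against WT at 18 h was 0.072 (standard error 0.12, adjusted p = 0.898) in BIS18 and 0.91 (standard error 0.11, adjusted p = 1.97e-05) in BIS14. In the strains with more copies it was 1.45 (standard error 0.11, adjusted p = 1.13e-08) in BIS3 and 1.92 (standard error 0.11, adjusted p = 4.16e-11) in GB2. That of ERG13 was 0.052 (standard error 0.21, adjusted p = 0.960) in BIS18 and 1.59 (standard error 0.20, adjusted p = 2.50e-05) in BIS14. In the strains with more copies it was 2.63 (standard error 0.20, adjusted p = 9.38e-09) in BIS3 and 3.41 (standard error 0.20, adjusted p = 5.66e-11) in GB2. None of these calls for BIS14, BIS3 and GB2 changed under any alternative, and the value of ERG10 in GB2 moved most without GB2 replicate 2, to 1.99. Taken step by step at 18 h, ERG10 rose by 0.84 (standard error 0.13, adjusted p = 0.00113) from BIS18 to BIS14, by 0.53 (standard error 0.13, adjusted p = 0.0299) to BIS3 and by 0.48 (standard error 0.13, adjusted p = 0.00904) to GB2. Its middle step had an adjusted p of 0.535 with only the 2 groups compared in the fit, 0.111 with all 36 libraries in one fit, 0.0816 and 0.0645 without BIS14 replicates 2 and 3 in turn and 0.136 without BIS3 replicate 2. The 27 alternatives gave 0.00451 to 0.535. The steps of ERG13 were 1.54 (standard error 0.24, adjusted p = 0.00111), 1.04 (standard error 0.24, adjusted p = 0.0182) and 0.78 (standard error 0.23, adjusted p = 0.0152). Its middle step lost its call at 0.508 with only the 2 groups compared in the fit, 0.0579 without BIS14 replicate 2 and 0.0946 without BIS3 replicate 2. Across 27 alternatives the adjusted p lay between 0.00227 and 0.508. The last step lost it at 0.0631 with only the 2 groups compared in the fit and 0.0703 and 0.0771 without BIS3 replicates 1 and 3 in turn. This p ran from 3.95e-06 to 0.0771 over 27 alternatives. Without BIS3 replicate 2 the middle steps were 0.33 for ERG10 and 0.51 for ERG13, and the last step of ERG13 was 1.31. At 48 h the log2 fold changes against WT were 0.69 (standard error 0.18, adjusted p = 0.0179) in BIS14, 0.28 (standard error 0.18, adjusted p = 0.373) in BIS3 and 0.93 (standard error 0.18, adjusted p = 0.00184) in GB2 for ERG10 in the same edgeR test. For ERG13 they were 0.38 (standard error 0.23, adjusted p = 0.264), 0.62 (standard error 0.22, adjusted p = 0.104) and 0.81 (standard error 0.22, adjusted p = 0.0172). Step by step at 48 h, ERG10 changed by 0.47 (standard error 0.21, adjusted p = 0.423), -0.41 (standard error 0.21, adjusted p = 0.617) and 0.65 (standard error 0.21, adjusted p = 0.107). The first of these was 0.17 and the second -0.12 without BIS14 replicate 2. The last passed the threshold at 0.0338 with DESeq2, 0.000249 with only the 2 groups compared in the fit, 0.0269 with all 36 libraries in one fit and 0.00729 without WT replicate 2. Under 27 alternatives it was 0.000249 to 0.415. ERG13 changed by 0.30 (standard error 0.26, adjusted p = 0.763), 0.25 (standard error 0.26, adjusted p = 0.942) and 0.18 (standard error 0.26, adjusted p = 0.802), and the first of these was 0.20 without BIS14 replicate 1. Against WT, the adjusted p of ERG10 in BIS14 was 0.132 with counts thinned to the smallest library, 0.160 with only the 2 groups compared in the fit and 0.235 without BIS14 replicate 2. It lay between 0.00171 and 0.235 over 20 alternatives. Its fold change was 0.39 without BIS14 replicate 2, and that of ERG13 in BIS14 was 0.24 without WT replicate 2. For ERG13 in BIS14 it was 0.0137 with WT replicates 4 to 6 only. With 20 alternatives tried, it ran from 0.0137 to 0.525. For ERG13 in BIS3 it was 0.0265 with DESeq2, 0.000185 with WT replicates 4 to 6 only and 0.000808 without WT replicate 2. Its range over 20 alternatives was 0.000185 to 0.388. In GB2 it was 0.0562 with counts thinned to the smallest library, 0.131 with only the 2 groups compared in the fit and 0.0604, 0.0564 and 0.0667 without GB2 replicates 1, 2 and 3 in turn. Over 20 alternatives this p ran from 4.93e-06 to 0.131. WT replicate 2 read 45.6 for ERG13 at 48 h, where the other WT replicates read 121 to 163. From the rise of the first enzymes of the mevalonate pathway with α-bisabolene production, the paper proposes that the cell induces regulation that increases flux into the pathway and so makes up for the carbon diverted from its native products.

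**Figure D3:**
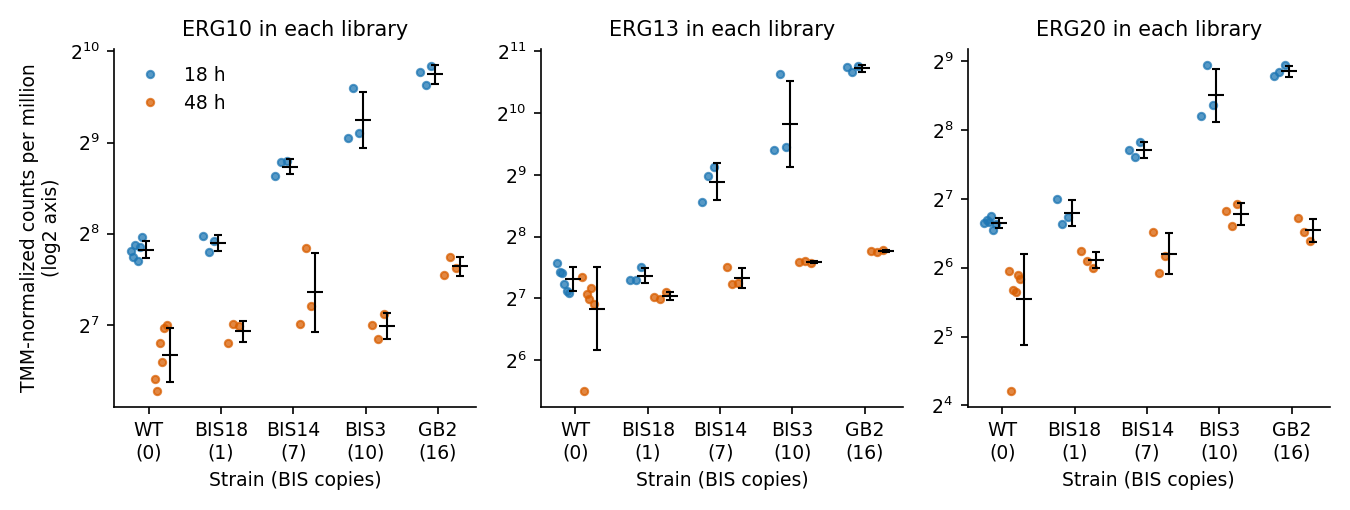
TMM-normalized CPM of ERG10, ERG13 and ERG20 in each library by strain at 18 h and 48 h. Points are libraries and black marks the mean ± SD of the log2 values. By arithmetic mean, ERG10 at 18 h stood at 862 in GB2 and 227 in WT, and ERG13 at 1692 in GB2 and 160.0 in WT.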

The same is true of the native FPP synthase (ERG20), which supplies the precursor to α-bisabolene and as well as being a key control point in ergosterol biosynthesis. 

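ERG20 (transcript 13072, scaffold 3, 502452 to 503977) gave 464 ± 26.9 TMM-normalized CPM in GB2 at 18 h (SD, n = 3). It gave 101 ± 5.00 in WT (SD, n = 6). WT replicates 1 to 6 read 100.1, 104, 101, 108, 93.2 and 99.5. Its log2 fold change against WT at 18 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.14 (standard error 0.13, adjusted p = 0.822) in BIS18 and 1.06 (standard error 0.13, adjusted p = 1.79e-05) in BIS14. In the strains with more copies it was 1.88 (standard error 0.13, adjusted p = 1.77e-09) in BIS3 and 2.20 (standard error 0.12, adjusted p = 3.53e-11) in GB2. Step by step this was 0.92 (standard error 0.15, adjusted p = 0.00149) from BIS18 to BIS14, 0.83 (standard error 0.15, adjusted p = 0.00292) from BIS14 to BIS3 and 0.32 (standard error 0.14, adjusted p = 0.106) from BIS3 to GB2. With only the 2 groups compared in the fit, the adjusted p of the step from BIS14 to BIS3 was 0.355. The 27 alternatives gave 7.53e-05 to 0.355. The last step was not past the threshold, and its adjusted p was 0.000846 without BIS3 replicate 2. Across 27 alternatives the adjusted p lay between 0.000846 and 0.337. The step was 0.20 and 0.58 without BIS3 replicates 1 and 2 in turn. ERG20 lies on scaffold 3, whose transcripts as a whole were 0.099 higher in BIS3 than in WT at 18 h on the log2 scale, and 1.79 of its rise in BIS3 remained after the scaffold's median was taken off. Against WT at 48 h its log2 fold changes were 0.54 (standard error 0.22, adjusted p = 0.114) in BIS14, 1.11 (standard error 0.21, adjusted p = 0.00618) in BIS3 and 0.86 (standard error 0.22, adjusted p = 0.0108) in GB2 in the same edgeR test, so the BIS3 value was the highest of the 3. The adjusted p for BIS14 was 0.0396 with DESeq2, 0.0390 with all 36 libraries in one fit, 0.0242 with WT replicates 4 to 6 only and 0.0167 without WT replicate 2. This p ran from 0.0167 to 0.395 over 20 alternatives. Without BIS14 replicate 1 the value for BIS14 was 0.35. For BIS3 it was 0.0995 with only the 2 groups compared in the fit. Under 20 alternatives it was 8.81e-07 to 0.0995. For GB2 it was 0.0888 with only the 2 groups compared in the fit and 0.0665 without GB2 replicate 1. It lay between 4.73e-05 and 0.0888 over 20 alternatives. The step from BIS3 to GB2 was -0.24 (standard error 0.25, adjusted p = 0.705), and the step from BIS18 to BIS14, 0.11 (standard error 0.26, adjusted p = 0.956), was -0.073 without BIS14 replicate 1. That from BIS14 to BIS3 was 0.57 (standard error 0.26, adjusted p = 0.514), with an adjusted p of 0.0156 without WT replicate 2. With 27 alternatives tried, it ran from 0.0156 to 1.00. Of the 12 steps of BIS, ERG10, ERG13 and ERG20, 11 were rises past the threshold at 18 h and 1 at 48 h (5 without WT replicate 2). WT replicate 2 read 18.6 for ERG20 at 48 h, where the other WT replicates read 50.4 to 62.0.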

The expression of other pathway genes underwent more modest changes in expression, even decreasing slightly in GB2, suggesting that they may be good targets for metabolic engineering to enhance flux through the mevalonate pathway. For example, transcript and protein levels for mevalonate kinase (MK) decreased slightly while phosphomevalonate kinase (PMK) changed little in strain GB2 compared to WT (Fig. 3 and Additional file 1: Table S2).

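Among the genes of the pathway between ERG13 and ERG20, HMGR (transcript 9702, scaffold 10, 646514 to 651293) gave 176 ± 12.2 TMM-normalized CPM in GB2 at 18 h (SD, n = 3). It gave 75.5 ± 10.3 in WT (SD, n = 6), with 78.9, 94.7, 68.1, 69.8, 73.5 and 67.8 in replicates 1 to 6. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change in GB2 was 1.23 (standard error 0.11, adjusted p = 1.63e-08) at 18 h and 0.91 (standard error 0.17, adjusted p = 0.00154) at 48 h. HMGR lies on scaffold 10, whose transcripts as a whole were 0.35 higher in GB2 than in WT at 18 h and 0.40 higher at 48 h on the log2 scale. Less that median, its own rise was 0.88 at 18 h and 0.51 at 48 h. MVD, diphosphomevalonate decarboxylase (transcript 12038, scaffold 2, 11016 to 12700), had a log2 fold change in GB2 of 0.94 (standard error 0.17, adjusted p = 0.000121) at 18 h in the same edgeR test, and 0.22 (standard error 0.23, adjusted p = 0.507) at 48 h, where it was -0.034 with counts thinned to the smallest library, 0.094 without WT replicate 2 and 0.34 and 0.13 without GB2 replicates 1 and 3 in turn. WT replicate 2 read 10.1 for MVD at 48 h against 34.4 to 42.2 in the other WT replicates. IDI, isopentenyl-diphosphate isomerase (transcript 16331, scaffold 8, 1175352 to 1176737), had 0.61 (standard error 0.17, adjusted p = 0.00522) at 18 h and 0.70 (standard error 0.28, adjusted p = 0.0838) at 48 h. At 18 h its adjusted p was 0.0563 with WT replicates 1 to 3 only. Its range over 20 alternatives was 0.000194 to 0.0673. At 48 h it was 0.0238 with DESeq2, 0.0209 with all 36 libraries in one fit, 4.93e-05 with WT replicates 4 to 6 only and 0.000159 without WT replicate 2. Over 19 alternatives this p ran from 4.93e-05 to 0.282. WT replicate 2 read 10.1 for IDI at 48 h, against 61.1 to 79.6 in the other WT replicates.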

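MK (transcript 8886, scaffold 1, 910913 to 912334) gave 113 ± 2.41 TMM-normalized CPM in GB2 at 18 h (SD, n = 3). It gave 199 ± 25.1 in WT (SD, n = 6). WT replicates 1 to 6 read 233, 215, 198, 208, 165 and 176. Its log2 fold change was -0.82 (standard error 0.17, adjusted p = 0.000459) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each alternative left it below 0 with an adjusted p from 2.28e-06 to 0.00941 over its 20 alternatives. In the strains with fewer copies it was -0.061 (standard error 0.16, adjusted p = 0.941) in BIS18, 0.50 (standard error 0.16, adjusted p = 0.0339) in BIS14 and 0.29 (standard error 0.16, adjusted p = 0.172) in BIS3 in the same edgeR test. The call in BIS14 was lost at an adjusted p of 0.0677 with only the 2 groups compared in the fit, 0.233 with WT replicates 1 to 3 only, 0.0523, 0.0696 and 0.0720 without WT replicates 3, 5 and 6 in turn and 0.173 and 0.168 without BIS14 replicates 2 and 3 in turn. The 20 alternatives gave 0.000702 to 0.271. PMK (transcript 8830, scaffold 1, 791953 to 794144) gave 268 ± 25.9 in GB2 (SD, n = 3) and 250.2 ± 28.4 in WT (SD, n = 6), with 299, 242, 262, 246, 234 and 217 in replicates 1 to 6. The log2 fold change of PMK in GB2 was 0.10 (standard error 0.13, adjusted p = 0.534), which was not past the threshold and ran from 0.063 without WT replicate 6 to 0.19 without GB2 replicate 1 when single libraries were left out. In BIS14 it was -0.35 (standard error 0.14, adjusted p = 0.0910), and in BIS3 -0.36 (standard error 0.14, adjusted p = 0.0507), where the adjusted p was 0.0480 without the low-count filter, 0.0343 with at least 10 counts required in every library, 0.0416 without WT replicate 6 and 0.00310 without BIS3 replicate 2. Across 20 alternatives the adjusted p lay between 0.00310 and 0.293. The value in BIS3 itself was -0.19 and -0.60 without BIS3 replicates 1 and 2 in turn. For GB2 at 48 h the log2 fold changes were 0.036 (standard error 0.16, adjusted p = 0.891) for MK and -0.47 (standard error 0.26, adjusted p = 0.198) for PMK. The former reversed to -0.027 with WT replicates 1 to 3 only, -0.031 and -0.017 without WT replicates 2 and 5 in turn and -0.022 and -0.00015 without GB2 replicates 1 and 3 in turn. WT replicate 2 at 48 h read 319 for PMK, where the other WT replicates read 112 to 129, and without it the log2 fold change of PMK was -0.17.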

**Fig. 3:**
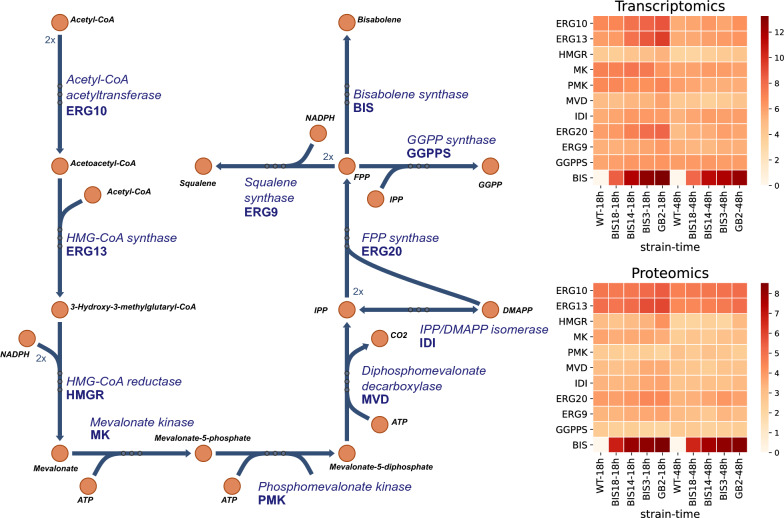
Change in mevalonate pathway gene expression in response to α-bisabolene production in *R. toruloides*. Transcriptomics and proteomics data is shown for five *R. toruloides* strains (WT, BIS18, BIS14, BIS3, and GB2) sampled following 18 h and 48 h of growth in SD medium containing 10 g/L glucose. The average of log2 transformed FPKM values and spectral counts for three replicates are used for transcriptomics and proteomics, respectively. FPKM, Fragments Per Kilobase of transcript per Million mapped reads

Also notable was the upregulation of ATP citrate lyase (ACLY), acetyl-CoA carboxylase (ACC1), and fatty acid synthase (FAS2) in GB2, relative to WT, possibly responding to changes in acetyl-CoA levels. 

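In GB2 at 18 h, the log2 fold changes against WT were 1.53 (standard error 0.12, adjusted p = 2.35e-09) for ACLY, 1.19 (standard error 0.14, adjusted p = 6.63e-07) for ACC1 and 1.75 (standard error 0.17, adjusted p = 3.41e-08) for FAS2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ACLY is transcript 9854, scaffold 11, 80345 to 84761, ACC1 transcript 8767, scaffold 1, 646250 to 653931 and FAS2 transcript 8905, scaffold 1, 950698 to 960325. The level of ACLY was 1921 ± 70.2 TMM-normalized CPM in GB2 (SD, n = 3) and 667 ± 40.3 in WT (SD, n = 6), with 705, 643, 629.6, 705, 619.6 and 698 in replicates 1 to 6. At 18 h all 3 calls held under each of the 20 alternatives. By 48 h the log2 fold changes in the same edgeR test were 0.98 (standard error 0.23, adjusted p = 0.00775) for ACLY, 0.49 (standard error 0.19, adjusted p = 0.0752) for ACC1 and 0.84 (standard error 0.19, adjusted p = 0.00664) for FAS2. The adjusted p of ACLY was 0.0895 with only the 2 groups compared in the fit. This p ran from 3.83e-07 to 0.0895 over 20 alternatives. That of FAS2 was 0.0643 with only the 2 groups compared in the fit. Under 20 alternatives it was 7.22e-06 to 0.0715. That of ACC1 was 0.0322 with DESeq2, 0.0334 with all 36 libraries in one fit, 0.000664 with WT replicates 4 to 6 only and 0.0234 and 0.0157 without WT replicates 1 and 2 in turn. It lay between 0.000664 and 0.246 over 20 alternatives. For ACLY, WT replicate 2 read 59.1 at 48 h, where the other WT replicates read 166 to 210.1.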

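The genes ERG1 (transcript 13857, scaffold 4, 540890 to 543054), ERG7 (transcript 9368, scaffold 1, 2080742 to 2084001) and ERG11 (transcript 12971, scaffold 3, 271874 to 274192) act downstream of farnesyl diphosphate. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, their log2 fold changes in GB2 against WT at 18 h were 1.48 (standard error 0.13, adjusted p = 9.93e-09) for ERG1, 2.38 (standard error 0.18, adjusted p = 1.77e-09) for ERG7 and 1.33 (standard error 0.15, adjusted p = 2.78e-07) for ERG11. In BIS3 they were 1.22 (standard error 0.13, adjusted p = 1.41e-06) for ERG1, 2.41 (standard error 0.18, adjusted p = 9.38e-09) for ERG7 and 0.95 (standard error 0.15, adjusted p = 0.000125) for ERG11. The BIS14 values were 0.84 (standard error 0.13, adjusted p = 0.000249) for ERG1, 1.40 (standard error 0.19, adjusted p = 4.19e-05) for ERG7 and 0.46 (standard error 0.16, adjusted p = 0.0488) for ERG11. The call of ERG11 in BIS14 was lost in 14 of its 20 alternatives, with an adjusted p from 0.0151 to 0.187. Among the single libraries, it was 0.0702, 0.0876, 0.0659, 0.0702 and 0.0723 without WT replicates 1, 2, 3, 5 and 6 in turn and 0.0578, 0.0738 and 0.161 without BIS14 replicates 1, 2 and 3 in turn. ERG11 lies on scaffold 3, and after the median of that scaffold was taken off, its rise in BIS3 was 0.85 at 18 h and 0.080 at 48 h. Without BIS3 replicate 2, and with no median taken off, the 18 h rise was 0.58. After 48 h those in GB2 were 0.61 (standard error 0.13, adjusted p = 0.00421) for ERG1, 0.82 (standard error 0.13, adjusted p = 0.000400) for ERG7 and 0.031 (standard error 0.22, adjusted p = 0.935) for ERG11. That of ERG11 reversed to -0.031 with counts thinned to the smallest library, -0.16 with WT replicates 4 to 6 only, -0.12 without WT replicate 2 and -0.036 without GB2 replicate 2. WT replicate 2 read 82.7 for ERG11 and 74.3 for ERG7 at 48 h, where the other WT replicates read 216 to 245 and 56.4 to 61.0.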

An upregulation of sterol metabolism genes such as squalene monooxygenase (ERG1), lanosterol synthase (ERG7), and lanosterol 14-alpha-demethylase (ERG11) was also observed (Additional file 1: Table S2).

### Enhancing 1,8-cineole production in *R. toruloides* by increasing GPP supply

In this study, we attempt to optimize production of both α-bisabolene and 1,8-cineole. Before attempting to optimize the mevalonate pathway for both terpenes, we first wanted to ensure that there were sufficient pools of the pyrophosphate precursors for these two products. While the α-bisabolene precursor FPP is a central metabolite in the ergosterol pathway, 1,8-cineole is made from GPP, which previous work indicates is significantly more limited in *R. toruloides* [2]. Similar to *S. cerevisiae* and other fungi, *R. toruloides* lacks a dedicated GPP synthase (GPPS), and FPP is made directly from the C_5_ precursors, IPP and DMAPP by the enzyme ERG20. Therefore, the initial strategy for engineering higher 1,8-cineole titers focused on optimizing and balancing expression levels of the two terminal enzymes: GPPS and 1,8-cineole synthase. Engineering a high monoterpene titer requires a balance between GPPS and terpene synthase activities that provides sufficient flux to accumulate the target product while avoiding growth-inhibitory levels of GPP [11, 27]. Promoters for these synthases were selected from native *R. toruloides* genes. Three promoters, *ANT*, *GAPDH*, and *TEF1* were selected based on their relative strength, constitutive expression profiles, and utility in prior work [2, 3, 5, 15]. P_*ANT*_ and P_*GAPDH*_ were used to express *HYP3* from *Hypoxylon sp. E7406B*, encoding a 1,8-cineole synthase previously identified as a promising enzyme for monoterpene production in *R. toruloides *[2]. P_*TEF1*_ was used to drive candidate GPPSs, several of which are FPP synthases containing mutations that alter the prenyl phosphate product chain length specificity in favor of GPP. Genes were transformed into *R. toruloides* by ATMT in either stepwise fashion (gene stacking) or by the use of single, combined constructs. Following each transformation event, up to 40 strains were screened for 1,8-cineole production and the best strains were retested in triplicate in YPD_10_ medium. The highest-titer strain resulting from each transformation was selected for comparison and further strain engineering.

Various configurations of *HYP3* were combined with a GPPS from *A. grandis* with the N-terminal plastid transit peptide removed (*tAgGPPS2*) or not (*AgGPPS2*), under control of the *TEF1* promoter (Fig. 4a). Each of these strains demonstrated some improvement over the previously published 1,8-cineole titer of 35 mg/L, suggesting that GPP synthesis is limiting to some extent [2]. Combining P_*TEF1*_-*AgGPPS2* with P_*ANT*_-*HYP3* (strain 350) resulted in a 1,8-cineole titer of 58 mg/L and switching the *HYP3* promoter from P_*ANT*_ to P_*GAPDH*_ did not change the titer significantly (strain 352, producing 66 mg/L 1,8-cineole). A comparison of strains harboring both P_*GAPDH*_-*HYP3* and P_*ANT*_-*HYP3* with either P_*TEF1*_-t*AgGPPS2* or P_*TEF1*_-*AgGPPS2* indicates that the truncated GPPS (strain 354, 73 mg/L 1,8-cineole) performed slightly better than the full-length version (strain 349, 52 mg/L 1,8-cineole).

**Fig. 4:**
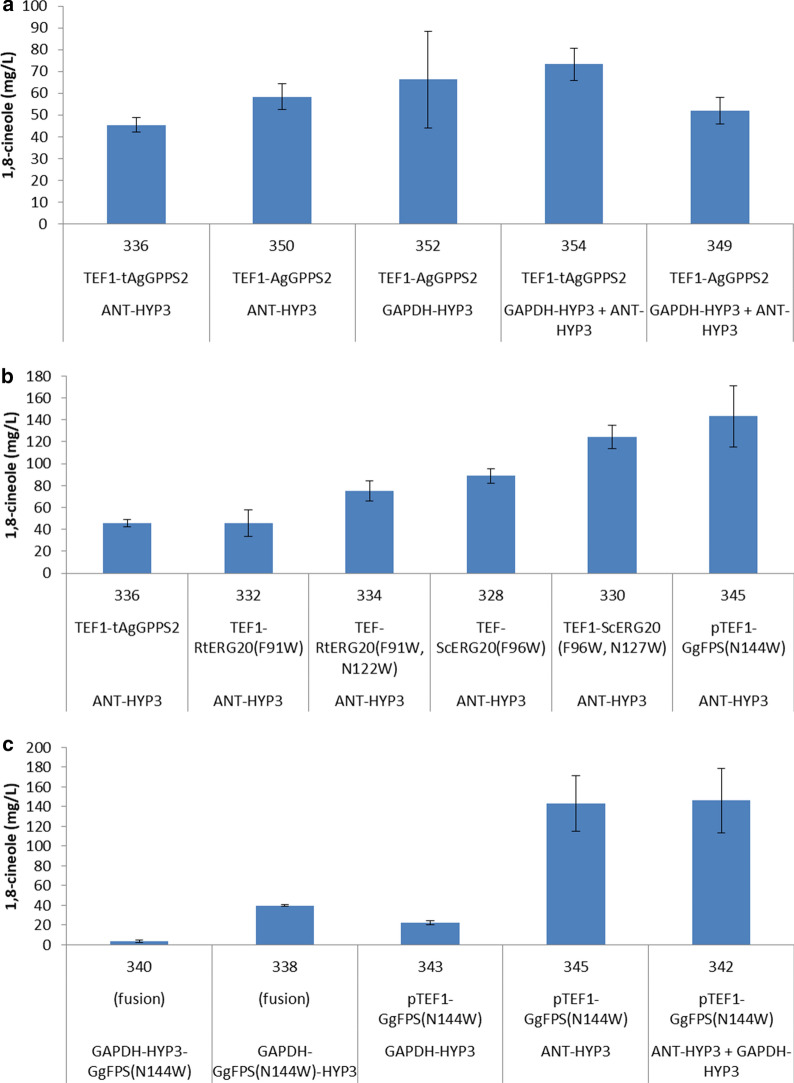
Engineering 1,8-cineole production in *R. toruloides*. Strains are described in Table 1. **a** Various combinations of *HYP3* and *AgGPPS2*. **b** Different GPP synthases combined with P_*ANT*_-*HYP3*. **c** Assorted strategies for expression of *GgFPS(N144W)* and *HYP3*, individually and as fusion proteins. Titers were measured following 5 days of cultivation in culture tubes containing YPD_10_ medium. HYP3, 1,8-cineole synthase from *Hypoxylon sp. E7406B; AgGPPS2,* GPP synthase from *A. grandis*; P_*ANT*_, *R. toruloides* adenine nucleotide translocase promoter; *GgFPS,* FPP synthase from *Gallus gallus*

Success with engineering monoterpene production has been reported by the use of FPP synthases harboring mutations that alter the substrate-binding pocket such that prenyl phosphate chain length elongation beyond C_10_ (GPP) is significantly reduced [11, 28–30]. Strains were constructed to compare various mutant FPP synthases, all under control of P_*TEF1*_ and combined with P_*ANT*_-*HYP3*, and all but one of them produced significantly more 1,8-cineole than the strain harboring the plant GPPS, P_*TEF1*_-*tAgGPPS2* (Fig. 4b). Mutants of the *S. cerevisiae* FPP synthase (ERG20) proved to be more effective than the corresponding mutants of the native *R. toruloides* ERG20, while the most promising enzyme of those tested was GgFPS(N144W) from *Gallus gallus* (chicken). The best strain harboring P_*ANT*_-*HYP3* and P_*TEF1*_-*GgFPS(N144W)*, 345, reached a 1,8-cineole titer of 143 mg/L.

Additional strains were constructed to test further configurations of *GgFPS(N144W)* and *HYP3* (Fig. 4c). Translational fusions of the two genes were expressed under control of P_*GAPDH*_ and although one configuration (strain 338, with GgFPS(N144W) N-terminal) was significantly better than the other (strain 340), the best 1,8-cineole titer was only 30% of that reached by strain 345. When P_*TEF1*_-*GgFPS(N144W)* was combined with *HYP3* under control of P_*GAPDH*_ rather than P_*ANT*_ (strain 343) the 1,8-cineole titer was surprisingly much lower, compared to that of strain 345. The combination of both P_*GAPDH*_-*HYP3* and P_*ANT*_-*HYP3* with P_*TEF1*_-*GgFPS(N144W)* via gene stacking (strain 342) resulted in a 1,8-cineole titer matching that of 345, indicating that perhaps a plateau had been reached that might only be surpassed by increasing flux through the mevalonate pathway.

### Targeted mevalonate pathway metabolic analysis

Since this is a first attempt to engineer the mevalonate pathway in *R. toruloides*, we supplemented the global proteomic and transcriptomic data gathered from the α-bisabolene strains with targeted metabolomic analysis of mevalonate pathway intermediates to inform an engineering strategy. Little is known about mevalonate pathway regulation in this species and, particularly as omics data showed that several pathway genes (*ERG10*, *ERG13*, *ERG20*) were upregulated in response to α-bisabolene synthase overexpression (Fig. 2), it was considered prudent to avoid assumptions on rate limiting steps. At the same time, mevalonate pathway engineering strategies in *S. cerevisiae* and other fungi typically start with overexpression of 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase (HMGR) and it was of interest to see how this would impact pathway metabolite levels [31–33]. Therefore, a new strain (312) to be included in the metabolomic analysis was constructed by the introduction of a truncated HMGR from *Cricetulus griseus* under control of the *GAPDH* promoter (P_*GAPDH*_-*tCgHMGR*) into strain GB2. Mevalonate pathway metabolites were analyzed for four strains, *R. toruloides* WT, BIS3, GB2, and 312, which were grown for 40 h to late exponential phase in SD medium containing 20 g/L glucose (Fig. 5). Intracellular levels of the early and late metabolites of the mevalonate pathway, acetyl-CoA and IPP/DMAPP, respectively, did not vary greatly between the α-bisabolene-producing strains. However, the acetyl-CoA concentration was higher in the α-bisabolene producing strains, compared to WT. Mevalonate accumulated in all strains, but was around 75% higher in strain GB2 and over fivefold higher in strain 312, compared to levels in *R. toruloides* WT. Mevalonate 5-phosphate did not accumulate in *R. toruloides* WT or BIS3 but was detected in GB2 and 312, with a sevenfold higher concentration in the latter strain. The approximate intracellular mevalonate concentration in strain 312 (27 µM) was around 20-fold higher than acetyl-CoA (1.6 µM) and mevalonate 5-phosphate (1.1 µM).

**Fig. 5:**
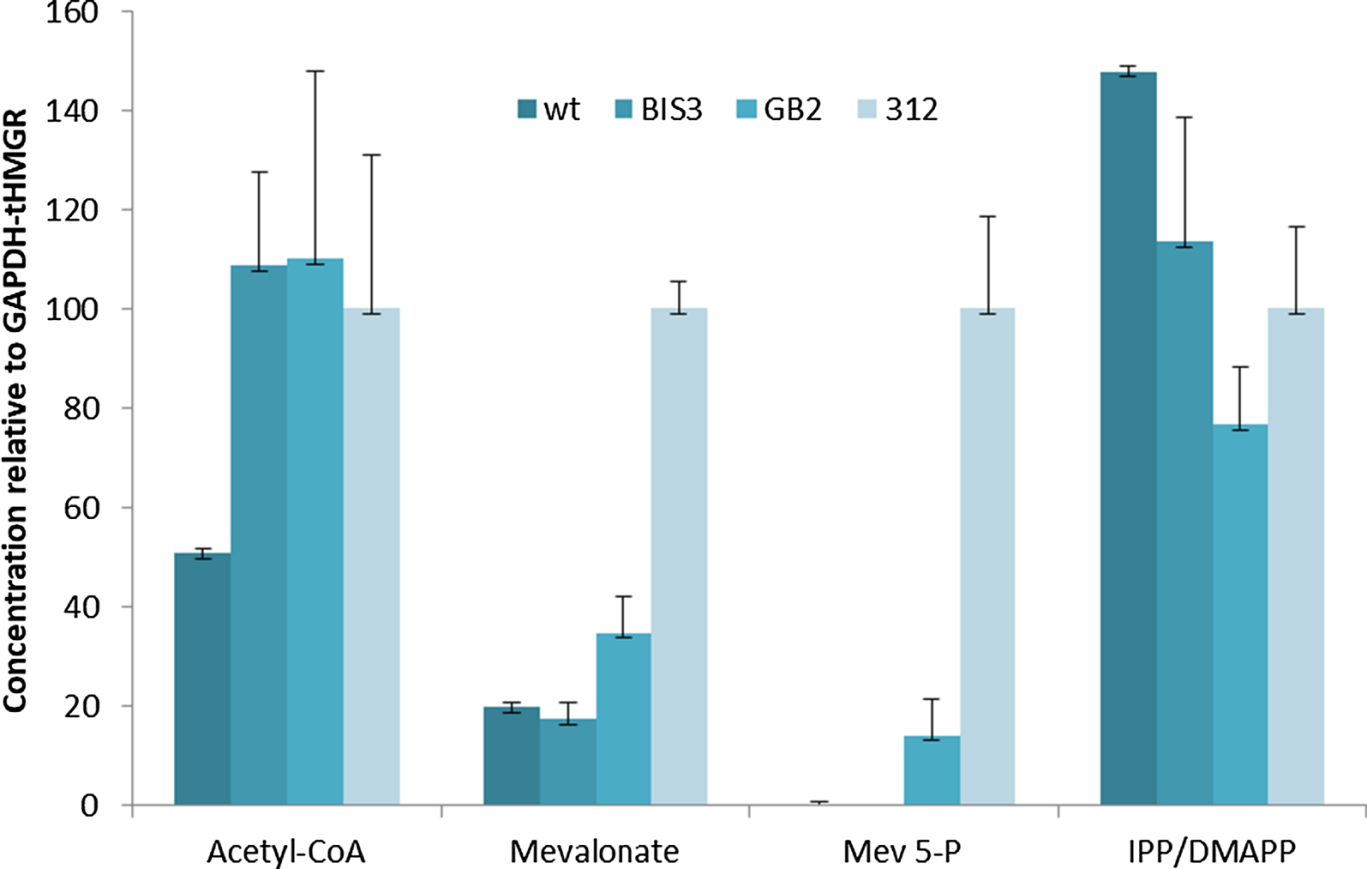
Mevalonate pathway intermediates in *R. toruloides* WT, BIS3, GB2, and 312 after 40 h of growth in SD medium containing 20 g/L glucose. Intracellular concentrations are expressed relative to strain 312; Mev 5-P, mevalonate 5-phosphate

The data suggest that increasing production of α-bisabolene through high-level expression of *AgBIS* in strain GB2 promotes flux through the mevalonate pathway leading to an increase in mevalonate and mevalonate 5-phosphate levels. Since overexpression of *tCgHMGR* amplifies this effect, it seems likely that HMGR is somewhat rate limiting, as is the case in many other eukaryotes [31–33], but that production of mevalonate and mevalonate 5-phosphate emerge as downstream bottlenecks. Thus, HMGR and the two enzymes that process mevalonate and mevalonate 5-phosphate, MK and PMK, respectively, are possible overexpression targets for increasing mevalonate pathway flux in *R. toruloides*.

### Mevalonate pathway engineering

Orthologs of the central mevalonate genes (encoding HMGR, MK, or PMK) were selected for expression in *R. toruloides* based on their characteristics or success in engineering terpene production in other organisms. The promoters, P_*ANT*_, P_*SKP1*_ and P_*DUF*_ were selected for transgene expression based on previous characterization as very strong, strong, and medium strength (annotated as P15, P6, and P21, respectively, in that study) [15]. Prior to the combination of the candidate genes onto single constructs, they were tested individually for impact on α-bisabolene and 1,8-cineole titers by expression in strains GB2 and 345, respectively. Two HMGR candidates, from *Delftia acidovorans* (DaHMGR) and *Silicibacter pomeroyi* (SpHMGR), were the most impactful on 1,8-cineole titers when expressed in strain 345 under control of the two strongest promoters, P_*ANT*_ and P_*SKP1*_ (Additional file 1: Fig. S2a). SpHMGR was previously employed to engineer the mevalonate pathway in combination with central metabolism to increase terpene yields in *S. cerevisiae* [4] while DaHMGR was previously employed to engineer flux through a heterologous mevalonate pathway in *E. coli* [34]. Both are bacterial, NADH-dependent HMGRs that lack the membrane-bound domains of eukaryotic HMGRs. Expression of heterologous MK and PMK genes, however, had a less marked impact on terpene production; perhaps not too surprising as the metabolic analysis suggests that they might only become limiting when HMGR is overexpressed (Fig. 5). Nevertheless, orthologs were down selected for expression in combinatorial constructs based on the available data. MKs, responsible for conversion of mevalonate to mevalonate-5-phosphate, are often subject to feedback inhibition by prenyl phosphates or mevalonate diphosphate but several Archaeal MKs are not subject to this control mechanism [35]. An Archaeal MK, from *Methanosaeta concilii* (McMK), which was previously found to be kinetically (*k*_cat_ /K_m_) more favorable than MKs from other Archaea and *S. cerevisiae*, had the most favorable impact on α-bisabolene production in *R. toruloides* when under control of the medium-strong promoter, P_*SKP1*_ (Additional file 1: Fig. S2b) [35]. Thus, P_*ANT*_-*DaHMGR*, P_*ANT*_-*SpHMGR* and P_*SKP1*_-*McMK* were selected for expression and the remaining promoter, P_*DUF*_, was selected to drive expression of PMKs from *S. cerevisiae* (ScPMK) and *Streptococcus pneumoniae* (SpPMK) (Additional file 1: Fig. S2c) [36, 37].

Various combinations of the selected HMGR, MK and PMK expression cassettes were assembled onto single plasmid backbones for testing in the α-bisabolene and 1,8-cineole production strains, GB2 and 345, respectively. For one configuration of these genes (P_*ANT*_-SpHMGR, P_*SKP1*_-McMK, and P_*DUF*_-ScPMK), three versions were built using different methods for codon optimization of the three coding sequences. Transformation of these constructs into the 1,8-cineole producing strain, 345, revealed that an in-house codon optimization method (expression cassette optimization, ECO), based on a combination of learnings from literature and analysis of *R. toruloides* RNAseq and proteomics data, worked poorly while the approaches of using the most preferred codon in *R. toruloides* for each amino acid (high-CAI, HC) or Genscript’s codon optimization algorithm (Genscript-optimized, GO) produced similar results (Fig. 6a). The GO method is also strongly biased towards selection of the most preferred codons and the output DNA sequences for the HC and GO methods differed by only a few percent. The success of the high-CAI codon optimization methods is surprising, but has been borne out by other studies in *R. toruloides* [38]. Four constructs that contain HMGR, MK and PMK coding sequences, optimized using the HC method, were transformed into strain 345 by ATMT and the resulting strains were screened for 1,8-cineole production. Constructs pGEN-485 (P_*ANT*_-SpHMGR, P_*SKP1*_-McMK, P_*DUF*_-SpPMK) and pGEN-486 (P_*ANT*_-DaHMGR, P_*SKP1*_-McMK, P_*DUF*_-ScPMK) were the most successful of these, resulting in 1,8-cineole titers of over 1 g/L in strains 320 and 322 (Fig. 6b). The fact that similar titers were achieved with coupling of two different HMGR/PMK pairs suggests that pathway optimization may depend as much on achieving a balance between enzymes in the pathway as finding individual successful orthologs.

**Fig. 6:**
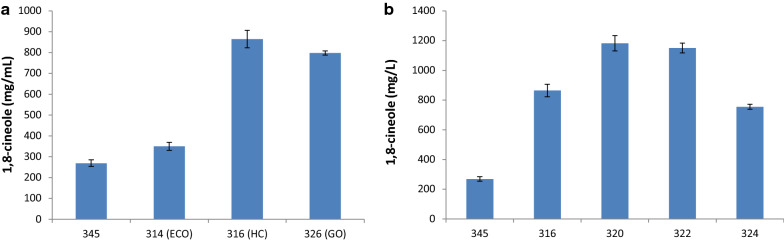
Boosting production of 1,8-cineole in *R. toruloides* by overexpression of central mevalonate pathway enzymes, HMGR, MK, and PMK. **a** Comparison of three different methods for codon optimization (ECO, HC, and GO, described in Materials and Methods) for constructs harboring P_*ANT*_-SpHMGR, P_*SKP1*_-McMK, and P_*DUF*_-ScPMK. **b** Various combinations of P_*ANT*_-HMGR, P_*SKP1*_-MK, and P_*DUF*_-PMK, described in Table 1, all codon-optimized using the HC method. Strains were cultivated in flower plates containing GXY medium and 1,8-cineole was measured at 7 days. HMGR, 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase; MK, mevalonate kinase; PMK, phosphomevalonate kinase

### Medium and process optimization

To test whether terpene production may be limited by the lack of certain nutrients in corn stover hydrolysate, strain GB2 was grown in DMR-EH media supplemented individually with each of the components present in yeast nitrogen base (Difco). Of the supplements, thiamine hydrochloride, pyridoxine hydrochloride, FeSO_4_, and Na_2_SO_4_ positively impacted production of α-bisabolene (Additional file 1: Fig. S3).

Using microtiter plates with flower-shaped wells (flower plates) to enhance aeration, the highest titers were achieved in DMR-EH medium supplemented with 5 g/L (NH_4_)_2_SO_4_, 100 mM potassium phosphate (pH 6.0), 400 µg/L thiamine hydrochloride, 400 µg/L pyridoxine hydrochloride, 100 µg/L FeSO_4_, and 1 mM Na_2_SO_4_ (Fig. 7). Production of 1,8-cineole increased in both the 345 parent strain and the mevalonate-engineered strain 322, when cultured in the supplemented medium, with the latter producing 1.4 g/L. An α-bisabolene titer of 2.2 g/L was attained in strain GB2 and this improved to 2.6 g/L in the mevalonate-engineered strain 319.

**Fig. 7:**
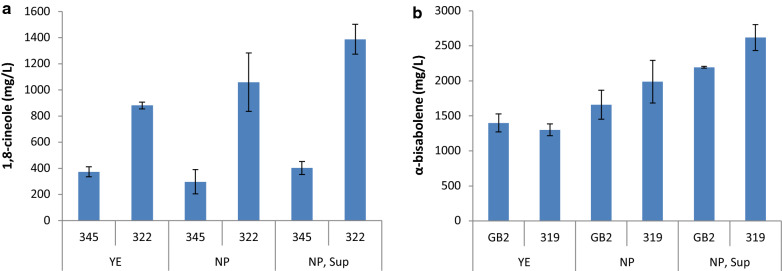
Optimization of DMR-EH based media for the production of terpenes in *R.* toruloides. Strains were cultivated in flower plates and 1,8-cineole (**a**) and α-bisabolene (**b**) were quantified at 6 days and 12 days, respectively. YE, 10 g/L yeast extract; NP, 5 g/L ammonium sulfate and 100 mM potassium phosphate (pH 6.0); Sup, supplementation with 400 µg/L thiamine hydrochloride, 400 µg/L pyridoxine hydrochloride, 100 µg/L FeSO_4_, and 1 mM Na_2_SO_4_. DMR-EH, Lignocellulosic hydrolysate prepared from corn stover by deacetylation and mechanical refining followed by enzymatic hydrolysis

### Reexamination of mevalonate pathway intermediates

Although the expression of HMGR, MK, and PMK orthologs in strain 345 yielded a fourfold increase in 1,8-cineole titer, transformation of the same constructs into GB2 had a more muted impact on the α-bisabolene titer. Targeted analysis of mevalonate pathway intermediates was employed to probe this disparity in impact on sesquiterpene versus monoterpene titers (Additional file 1: Fig. S4). Mevalonate, mevalonate 5-phosphate and mevalonate 5-diphosphate levels were all higher in the α-bisabolene producing parent strain, GB2, compared to the 1,8-cineole producing parent strain, 345. Upon overexpression of HMGR, MK, and PMK in these strains, intracellular levels of the same three pathway intermediates increased in both cases. However, higher levels were reached in the α-bisabolene producing strain, 319, compared to the 1,8-cineole producing strain, 317. As the increase in mevalonate pathway flux translates into a larger increase in monoterpene than sesquiterpene titers, it is possible that the discrepancy is related to the balance between the C_5_ precursors IPP and DMAPP. Production of the monoterpene precursor GPP requires a 1:1 ratio of IPP to DMAPP, while the sesquiterpene precursor FPP requires a 2:1 ratio, suggesting IPP/DMAPP isomerase (IDI) is a possible engineering target. Overexpression of IDI has proved effective in increasing titers of sesquiterpenes and carotenoids in other organisms, with data suggesting that it becomes more important as higher IPP/DMAPP ratios are required for production of larger terpenes [39, 40]. It is also possible that sesquiterpene production is limited by FPP synthase which, unlike GPP synthase in the 1,8-cineole producing strains, has not been overexpressed in the α-bisabolene strains. However, since the quantity of α-bisabolene produced in *R. toruloides* is twice that for 1,8-cineole, it is entirely possible that both terpenes are limited by a common factor, such as mevalonate diphosphate decarboxylase or by a nutrient in the DMR-EH medium. These will be among the factors to be evaluated in future engineering studies. A summary of key strains and metabolic pathway changes are shown in Additional file 1: Table S3 and Figure S5, respectively.

## Conclusions

The α-bisabolene and 1,8-cineole titers attained in *R. toruloides*, 2.6 and 1.4 g/L, respectively, appear to be the highest titers achieved for these terpenes in a microbial host to date. Importantly, they are achieved by growth on corn stover hydrolysate, supplemented only with 5 g/L ammonium sulfate and a few other nutrients. The DMR-EH medium contains approximately 115 g/L sugars (73 g/L glucose, 39 g/L xylose and 3 g/L arabinose) and the current yields for α-bisabolene and 1,8-cineole (0.022 and 0.012 g terpene/g sugars, or about 10% and 5% of the maximum biochemical yields via the mevalonate pathway, respectively) leave substantial room for improvement. A large amount of carbon is usually directed towards lipid synthesis in *R. toruloides* and then later recycled back to acetyl-CoA, as needed. This introduces a large degree of inefficiency to the terpene biosynthetic pathway, significantly reducing the maximum biochemical yield. Therefore, reduction of flux from acetyl-CoA to lipids remains a high priority for future work in this host, a feat that will require further development of genetic tools for downregulation of gene expression.

## Materials and methods

### Media

YPD medium (10 g/L yeast extract, 20 g/L peptone, and 20 g/L glucose), prepared using components from Difco (Becton, Dickinson and Company (BD), Franklin Lakes, NJ, USA), and lysogeny broth (LB, Miller formulation, VWR, Radnor, PA, USA) were used for routine growth of *R. toruloides*. YPD_10_ refers to YPD containing 100 g/L glucose. GXY medium contained 75 g/L glucose, 25 g/L xylose and 10 g/L yeast extract (Difco). Synthetic defined (SD) medium was prepared following manufacturers’ instructions, using Difco yeast nitrogen base (YNB) without amino acids (Becton, Dickinson & Co., Sparks, MD, USA) and complete supplement mixture (CSM; Sunrise Science Products, San Diego, CA, USA). Lignocellulosic hydrolysate was prepared from corn stover by deacetylation and mechanical refining followed by enzymatic hydrolysis, as described previously, and is referred to here as DMR-EH [13]. DMR-EH, supplied by the National Renewable Energy Laboratory (NREL), was centrifuged to remove solids and then sterilized by passage through a 0.2-µM filter before use. Strains were normally grown at 30 °C on solid medium containing 15 g/L agar, or in liquid medium with shaking at 200 rpm (Adolf Kühner AG, SBM-X, Birsfelden, Switzerland) unless strains were grown in plate format, in which case higher shaking speeds were employed (see *Terpene production and quantitation*, below).

### Strains, plasmids and transformation

*R. toruloides* IFO0880 and *Agrobacterium tumefaciens* EHA 105 were obtained from Jeffrey Skerker at UC Berkeley [14]. Binary plasmids for heterologous gene expression were built by GenScript (Piscataway, NJ, USA). Heterologous DNA was introduced into *R. toruloides* by *Agrobacterium tumefaciens*-mediated transformation (ATMT) as described previously [2] or in some cases by chemical transformation using lithium acetate [15]. In both cases, transformation results in integration of the heterologous DNA at random loci with variable copy numbers. Strains and plasmids used in this study can be found in Table 1 and are available upon request; more details, including plasmid maps, can be found on the Agile BioFoundry Strain Registry (http://public-registry.agilebiofoundry.org/ [16]).

**Table 1:** Overview of constructs used to engineer terpene production in *R. toruloides*

Genotype/features	Name	Registry ID
Plasmids		
P_*GAPDH*_-BIS-T_*NOS*_, NAT	GPD-BIS-NOS	JPUB_017422
P_*ANT*_-BIS-T_*NOS*_, HYG	pGEN-295	JPUB_017423
P_*ANT*_-HYP3-T_*NOS*_, HYG	pGEN-299	ABFPUB_000356
P_*TEF1*_-tAgGPPS2-T_*NOS*_, KAN	pGEN-376	ABFPUB_000335
P_*ANT*_-HYP3-T_*NOS*_, P_*TEF1*_-AgGPPS2-T_*35S*_, KAN	pGEN-308	ABFPUB_000348
P_*GAPDH*_-HYP3-T_*NOS*_, NAT	pGEN-300	ABFPUB_000357
P_*TEF1*_-AgGPPS2-T_*35S*_, BLE	pGEN-305	ABFPUB_000351
P_*ANT*_-HYP3-T_*NOS*_, P_*TEF1*_-tAgGPPS2-T_*35S*_, HYG	pGEN-309	ABFPUB_000353
P_*TEF1*_-RtERG20(F91W)-T_*NOS*_, KAN	pGEN-374	ABFPUB_000331
P_*TEF1*_-RtERG20(F91W, N122W)-T_*NOS*_, KAN	pGEN-375	ABFPUB_000333
P_*TEF1*_-ScERG20(F96W)-T_*NOS*_, KAN	pGEN-372	ABFPUB_000327
P_*TEF1*_-ScERG20(F96W, N127W)-T_*NOS*_, KAN	pGEN-373	ABFPUB_000329
P_*ANT*_-HYP3-T_*NOS*_, P_*TEF1*_-GgFPS(N144W)-T_*35S*_, NAT	pGEN-307	ABFPUB_000344
P_*GAPDH*_-HYP3-GgFPS(N144W)-T_*NOS*_ (fusion), NAT	pGEN-379	ABFPUB_000339
P_*GAPDH*_-GgFPS(N144W)-HYP3-T_*NOS*_ (fusion), NAT	pGEN-378	ABFPUB_000337
P_*TEF1*_-GgFPS(N144W)-T_*NOS*_, KAN	pGEN-304	ABFPUB_000341
P_*GAPDH*_-tCgHMGR-T_*NOS*_, KAN	GPD-tHMGR	ABFPUB_000355
P_*ANT*_-SpHMGR-T_*NOS*_, P_*SKP1*_-McMK-T_*SKP1*_, P_*DUF*_-ScPMK-T_*DUF*_ (ECO), KAN	pGEN-446	ABFPUB_000313
P_*ANT*_-SpHMGR-T_*NOS*_, P_*SKP1*_-McMK-T_*SKP1*_, P_*DUF*_-ScPMK-T_*DUF*_ (HC), KAN	pGEN-484	ABFPUB_000315
P_*ANT*_-SpHMGR-T_*NOS*_, P_*SKP1*_-McMK-T_*SKP1*_, P_*DUF*_-ScPMK-T_*DUF*_ (GO), KAN	pGEN-494	ABFPUB_000325
P_*ANT*_-SpHMGR-T_*NOS*_, P_*SKP1*_-McMK-T_*SKP1*_, P_*DUF*_-SpPMK-T_*DUF*_ (HC), KAN	pGEN-485	ABFPUB_000318
P_*ANT*_-DaHMGR-T_*NOS*_, P_*SKP1*_-McMK-T_*SKP1*_, P_*DUF*_-ScPMK-T_*DUF*_ (HC), KAN	pGEN-486	ABFPUB_000321
P_*ANT*_-DaHMGR-T_*NOS*_, P_*SKP1*_-McMK-T_*SKP1*_, P_*DUF*_-SpPMK-T_*DUF*_ (HC), KAN	pGEN-487	ABFPUB_000323
Strains		
* R. toruloides* IFO0880, mating type A2 (WT)		ABFPUB_000014
IFO0880/P_*GAPDH*_-BIS-T_*NOS*_ (1 copy)	BIS18	JPUB_013664
IFO0880/P_*GAPDH*_-BIS-T_*NOS*_ (7 copies)	BIS14	JPUB_017424
IFO0880/P_*GAPDH*_-BIS-T_*NOS*_ (10 copies)	BIS3	JPUB_009679
IFO0880/P_*GAPDH*_-BIS-T_*NOS*_, P_*ANT*_-BIS-T_*NOS*_	GB2	ABFPUB_000311
IFO0880/P_*ANT*_-HYP3-T_*NOS*_, P_*TEF1*_-tAgGPPS2-T_*35S*_	336	ABFPUB_000336
IFO0880/P_*ANT*_-HYP3-T_*NOS*__P_*TEF1*_-tAgGPPS2-T_*35S*_	350	ABFPUB_000350
IFO0880/P_*GAPDH*_-HYP3-T_*NOS*_, P_*TEF1*_-tAgGPPS2-T_*35S*_	352	ABFPUB_000352
IFO0880/P_*GAPDH*_-HYP3-T_*NOS*_, P_*TEF1*_-tAgGPPS2-T_*35S*__P_*ANT*_-HYP3-T_*NOS*_	354	ABFPUB_000354
IFO0880/P_*GAPDH*_-HYP3-T_*NOS*_, P_*TEF1*_-AgGPPS2-T_*35S*__P_*ANT*_-HYP3-T_*NOS*_	349	ABFPUB_000349
IFO0880/P_*ANT*_-HYP3-T_*NOS*_, P_*TEF1*_-RtERG20(F91W)-T_*NOS*_	332	ABFPUB_000332
IFO0880/P_*ANT*_-HYP3-T_*NOS*_, P_*TEF1*_-RtERG20(F91W, N122W)-T_*NOS*_	334	ABFPUB_000334
IFO0880/P_*ANT*_-HYP3-T_*NOS*_, P_*TEF1*_-ScERG20(F96W)-T_*NOS*_	328	ABFPUB_000328
IFO0880/P_*ANT*_-HYP3-T_*NOS*_, P_*TEF1*_-ScERG20(F96W, N127W)-T_*NOS*_	330	ABFPUB_000330
IFO0880/P_*ANT*_-HYP3-T_*NOS*__P_*TEF1*_-GgFPS(N144W)-T_*35S*_	345	ABFPUB_000345
IFO0880/P_*GAPDH*_-HYP3-GgFPS(N144W)-T_*NOS*_ (fusion)	340	ABFPUB_000340
IFO0880/P_*GAPDH*_-GgFPS(N144W)-HYP3-T_*NOS*_ (fusion)	338	ABFPUB_000338
IFO0880/P_*GAPDH*_-HYP3-T_*NOS*_, P_*TEF1*_-GgFPS(N144W)-T_*NOS*_	343	ABFPUB_000343
IFO0880/P_*ANT*_-HYP3-T_*NOS*_, P_*GAPDH*_-HYP3-T_*NOS*_, P_*TEF1*_-GgFPS(N144W)-T_*NOS*_	342	ABFPUB_000342
IFO0880/P_*GAPDH*_-BIS-T_*NOS*_, P_*ANT*_-BIS-T_*NOS*_, P_*GAPDH*_-tCgHMGR-T_*NOS*_	312	ABFPUB_000312
345/P_*ANT*_-SpHMGR-T_*NOS*__P_*SKP1*_-McMK-T_*SKP1*__P_*DUF*_-ScPMK-T_*DUF*_ (ECO)	314	ABFPUB_000314
345/P_*ANT*_-SpHMGR-T_*NOS*__P_*SKP1*_-McMK-T_*SKP1*__P_*DUF*_-ScPMK-T_*DUF*_ (HC)	316	ABFPUB_000316
345/P_*ANT*_-SpHMGR-T_*NOS*__P_*SKP1*_-McMK-T_*SKP1*__P_*DUF*_-ScPMK-T_*DUF*_ (GO)	326	ABFPUB_000326
345/P_*ANT*_-SpHMGR-T_*NOS*__P_*SKP1*_-McMK-T_*SKP1*__P_*DUF*_-SpPMK-T_*DUF*_ (HC)	320	ABFPUB_000320
345/P_*ANT*_-DaHMGR-T_*NOS*__P_*SKP1*_-McMK-T_*SKP1*__P_*DUF*_-ScPMK-T_*DUF*_ (HC)	322	ABFPUB_000322
345/P_*ANT*_-DaHMGR-T_*NOS*__P_*SKP1*_-McMK-T_*SKP1*__P_*DUF*_-SpPMK-T_*DUF*_ (HC)	324	ABFPUB_000324
345/P_*ANT*_-SpHMGR-T_*NOS*__P_*SKP1*_-McMK-T_*SKP1*__P_*DUF*_-ScPMK-T_*DUF*_ (HC)	317	ABFPUB_000317
GB2/P_*ANT*_-SpHMGR-T_*NOS*__P_*SKP1*_-McMK-T_*SKP1*__P_*DUF*_-SpPMK-T_*DUF*_ (HC)	319	ABFPUB_000319

Strains and plasmids used in this study are available upon request through strain registries of the Agile BioFoundry (http://public-registry.agilebiofoundry.org/) and the Joint BioEnergy Institute (https://public-registry.jbei.org/), designated by ABF and JBx, respectively [16]. Unless indicated, sequences are from *R. toruloides*, with the exception of antibiotic resistance genes. *GAPDH*, glyceraldehyde 3-phosphate dehydrogenase; BIS, α-bisabolene synthase from *Abies grandis* (NCBI Accession Number, O81086), *NOS*, nopaline synthase from *A. tumefaciens* (MK078637); *ANT*, adenine nucleotide translocase; *TEF1*, translational elongation factor; NAT, nourseothricin resistance cassette; HYG, Hygromycin B resistance cassette; KAN, kanamycin (G418) resistance cassette; *HYP3*, 1,8-cineole synthase from *Hypoxylon sp. E7406B* (AHY23922); AgGPPS2, GPP synthase from *A. grandis* (AAN01134); tAgGPPS2, AgGPPS2 with the N-terminal plastid transit peptide (84 amino acids) removed; 35S, 35S mRNA gene from cauliflower mosaic virus (KJ716236); RtERG20, FPP synthase from *R. toruloides* (PRQ75922); ScERG20, FPP synthase from *S. cerevisiae* (NP_012368); Gg*FPS*, FPP synthase from *Gallus gallus* (P08836.2); tCgHMGR, HMGR from *Cricetulus griseus*, truncated by removal of 351 N-terminal amino acids (XP_027257481), SpHMGR, HMGR from *Silicibacter pomeroyi* (WP_011241944); SKP1, S-phase kinase-associated protein 1 from *R. toruloides* (PRQ77980); McMK, MK from *Methanosaeta concilii* (WP_013720012); DUF, domain of unknown function from *R. toruloides* (PRQ75822); ScPMK, PMK from *S. cerevisiae* (AJS65138); SpPMK, PMK from *Streptococcus pneumoniae* (WP_044791288); and DaHMGR, HMGR from *Delftia acidovorans* (WP_099752490). Codon optimization was performed by Genscript, using a *R. toruloides* codon table, except where indicated by HC (high-CAI method) and ECO (expression cassette optimization). In the strain genotype description, a comma indicates sequential insertion (stacking) while an underscore indicates that the cassettes are on the same construct

### Codon optimization

Genes encoding terpene synthases and prenyl transferases were codon-optimized for *R. toruloides* by GenScript, based on a custom *R. toruloides* IFO0880 codon usage table (https://mycocosm.jgi.doe.gov/Rhoto_IFO0880_4/Rhoto_IFO0880_4.home.html). Genes encoding central mevalonate pathway enzymes were codon-optimized by GenScript, as above, and also by two other methods. The first of these (high codon adaptation index (high-CAI); HC) used the same codon usage table and *Codon Optimizer* software (genomes.urv.es/OPTIMIZER/) to select the codon most-utilized by *R. toruloides* for each amino acid. The second method (Expression Cassette Optimization, ECO) employed a balanced approach in which the second codon was optimized to approximate an optimal translational start consensus; less frequently used codons were selected for amino acids 3–10 in order to reduce mRNA secondary structure around the start codon; codons 11 to 45 and the last 50 codons were high-CAI and the remaining codons were selected to match the average usage in *R. toruloides*, using the same codon table and *Codon Optimizer* software [17–19].

### Terpene production and quantitation

Typically, *R. toruloides* strains were initially inoculated from YPD agar plates into LB medium and grown overnight to mid-log phase at 30 °C with shaking at 200 rpm. Optical density (OD) was determined by measuring absorbance at 600 nm (OD_600_) using a standard cuvette (10 mm lightpath) in a SpectraMax Plus 384 Microplate Reader (Molecular Devices, San Jose, CA, USA). For measurement of terpene production, strains were subcultured from the LB preculture into 5 mL production medium (YPD, YPD_10_, GXY, or DMR-EH) in 20 mm diameter culture tubes at a starting OD_600_ of 0.1. A 20% (v/v) dodecane (Sigma-Aldrich, St. Louis, MO, USA) overlay (1 mL) was added to capture terpenes produced during growth at 30 °C with shaking at 200 rpm. In some cases the dodecane overlay was spiked with an internal standard to adjust for evaporation—for production of 1,8-cineole, the dodecane overlay contained 1,4-cineole (Sigma-Aldrich) as an internal standard, while pentadecane (Sigma-Aldrich) was used as an internal standard for cultures producing α-bisabolene.

In some cases, growth and terpene production was carried out in 48-well flower plates (M2P-48-B, m2p-labs, Islandia, NY, USA) sealed with an Aeraseal air-permeable seal (Excel Scientific, Victorville, CA, USA), essentially as described above but employing a 1-mL culture volume and incubation at 30 °C, 1,000 rpm, and 70% relative humidity on a Multitron II platform shaker (Infors HT, Annapolis Junction, MD, USA).

For determination of 1,8-cineole product titers, the dodecane overlay was sampled and diluted in ethyl acetate spiked with 40 µg/mL pentadecane (to normalize for injection volume and instrument response during quantitation) followed by analysis by gas chromatography–mass spectrometry (GC–MS). For quantitation of α-bisabolene, the dodecane overlay was diluted into dodecane containing 40 µg/mL hexadecane (Sigma-Aldrich). GC–MS analysis was performed on an Agilent GC–MS 6890–5973 system (Agilent Technologies, Inc., Santa Clara, CA, USA) equipped with an Agilent DB-5 ms capillary column (30 m length, 0.25 mm diameter, 0.25 μm film thicknesses).

The separation and detection method for 1,8-cineole was as follows: 1 µL of sample was injected into the GC inlet in splitless mode with the GC oven temperature held at 80 °C for 1 min, ramped to 150 °C at 20 °C/min, and then ramped to 300 °C at 40 °C/min. The inlet purge flow rate was set to 11 mL/min at 0 min. The mass spectrometer was timed to turn off during elution of the solvents, ethyl acetate (0 to 2.5 min) and dodecane (4 to 5.8 min). The mass spectrometer was set to selected ion mode (SIM), targeting ions representative of 1,8-cineole and the internal standards 1,4-cineole and pentadecane, with mass/charge (m/z) ratios of 70, 85, 93, 136, 139, and 154. 1,8-cineole concentrations were calculated using an authentic 1,8-cineole (Sigma-Aldrich) standard curve after normalization of peak areas to those of the pentadecane internal standard. Evaporation of the 1,8-cineole product during production was corrected by quantitation of the 1,4-cineole that was spiked into the dodecane overlay at the outset of cell culture. The separation method for α-bisabolene [20] was performed as described previously, using an α-bisabolene standard prepared in-house. α-Bisabolene was quantified after normalization of peak areas to those of the hexadecane internal standard. In cases where the aeration rate was high during growth (e.g., during cultivation in a bioreactor), evaporation was corrected by quantification of the pentadecane that was spiked into the dodecane overlay at the outset of cell culture.

### Genome sequencing and determination of transgene copy number

Copy number of the integrated α-bisabolene synthase gene was determined from whole-genome resequencing of transformants. Whole-genome resequencing was performed at the Joint Genome Institute (JGI) using Illumina paired-end sequencing method using MiSeq 2 × 150 bp (JGI Proposal ID 503,063 and 1889). The sequence data have been deposited with the NCBI BioProject database under the following accession numbers: PRJNA370932 (BIS1), PRJNA370806 (BIS2), PRJNA370807 (BIS3), PRJNA370808 (BIS4), PRJNA370809 (BIS5), PRJNA370810 (BIS6), PRJNA370811 (BIS7), PRJNA370812 (BIS8), PRJNA370813 (BIS9), PRJNA370814 (BIS10), PRJNA370815 (BIS11), PRJNA370816 (BIS12), PRJNA370817 (BIS13), PRJNA370818 (BIS14), PRJNA370819 (BIS15), PRJNA371224 (BIS16), PRJNA370821 (BIS17), PRJNA370822 (BIS18), PRJNA370823 (BIS19), PRJNA371225 (BIS20), and PRJNA441663 (GB2).

The sequenced reads were mapped using BWA-MEM [21] to the reference genome sequence of *R. toruloides* IFO0880 (https://mycocosm.jgi.doe.gov/Rhoto_IFO0880_4/Rhoto_IFO0880_4.home.html) augmented with the sequence of the transformation plasmid containing P_*GAPDH*_-BIS or P_*ANT*_-BIS. The mapped reads were then sorted using SAMtools [22] and duplicate reads were marked using Picard Toolkit (Broad Institute, http://broadinstitute.github.io/picard) to generate the BAM files. The copy number of P_*GAPDH*_-BIS or P_*ANT*_-BIS was determined using CNVnator [23]. Bin sizes of 100, 200, and 1,000 bp were used for counting mapped reads within each bin and partitioning the read depth signal into segments. The average and standard deviation of read depth signal was evaluated for bin sizes of 100 and 200 bp, and copy number genotype was determined for the P_*GAPDH*_-BIS or P_*ANT*_-BIS region using each bin size. Estimated copy numbers were similar for bin sizes of 100 and 200 bps, and the results using 200 bp bin were used in Fig. 1.

### Bioreactor-scale cultivation for α-bisabolene production

Bioreactor cultivation was performed at the Advanced Biofuels Product Demonstration Unit (ABPDU) in a 2-L bioreactor (BIOSTAT B, Sartorius AG, Goettingen, Germany) containing 900 mL 75% DMR-EH supplemented with 10 g/L yeast extract (Difco) or defined nitrogen, as described in Results. A 20% (200 mL) dodecane overlay (v/v), spiked with 200 mg/L pentadecane as an internal standard, was added to the bioreactor to capture α-bisabolene produced during fermentation. The BIOSTAT B® fermentation system (Sartorius AG) was employed in batch mode, using a jacketed 2-L borosilicate glass vessel (UniVessel®, Sartorius AG) equipped with two 6-blade Rushton impellers, a dissolved oxygen (DO) probe (VisiFerm DO225, Hamilton Bonaduz AG, Bonaduz, Switzerland), and a pH probe (EasyFerm Plus VP 225, Hamilton Bonaduz AG). The bioreactor was inoculated to an OD_600_ of 1 from a culture propagated to mid-log phase on the same medium in 250-mL shake flasks (approx. 100 mL). Fermentation was carried out at 30 °C with air supplied at a sparge rate of 0.5 lpm (0.5 vvm) and constant agitation at 400 rpm. After initial adjustment of the growth medium pH to 6.0, the pH was maintained at or above 5.0 using 2 N sodium hydroxide. Process values were monitored and recorded using the integrated Sartorius data acquisition software (BioPAT MFCS/win). Sugar consumption, OD, and α-bisabolene production were measured over a period of 12 days.

### Quantification of xylose and glucose

Prior to analysis, samples were diluted as appropriate and filtered through 0.45 μm filters (VWR Centrifugal Filters) by centrifugation at 3000×g for 3 min. Sugars were quantified on a Dionex Ultimate 3000 system UHPLC (Agilent Technologies) using an Aminex HPX-87H column (Bio-Rad, Hercules, CA, USA) and Thermo Scientific™ RefractoMax 520 Refractive Index Detector (RID) (Thermo Fisher Scientific, Waltham, MA, USA) as described previously [5].

### Transcriptomics and proteomics analysis

Strains were cultivated in SD medium containing 1% (10 g/L) glucose. Regular samples were taken for measurement of growth and α-bisabolene titer, and the samples taken at 18 and 48 h post-inoculation were selected for transcriptomics and proteomics analysis, representing the exponential and stationary phases of growth. For transcriptomics analysis, 1-mL samples were centrifuged and cells were washed three times with DEPC-treated water before flash freezing in liquid nitrogen. For proteomics analysis, cells were washed three times with 100 mM ammonium bicarbonate and flash frozen in liquid nitrogen until usage.

Total RNA was isolated by disrupting harvested cells using an MP Biomedicals FastPrep bead beater (MP Biomedicals, Irvine, CA, USA) followed by purification using the QIAGEN RNeasy Mini kit with on-column DNase treatment following the manufacturer’s protocol. 10 µg of RNA was then used to prepare a sequencing library with the TruSeq RNA Library Preparation Kit v2 (Illumina, San Diego, CA, USA). The quality and concentrations of RNA samples and sequencing libraries were measured with an Agilent Bioanalyzer 2100 and Qubit. In addition, a q-PCR quantification of sequencing libraries was run using a KAPA library quantification kit (Roche, Pleasanton, CA, USA). RNA-sequencing was performed at the Agile BioFoundry using Illumina paired-end sequencing method using MiSeq 2 × 75 bp. The sequence data have been deposited with the NCBI GEO database under accession number GSE156051 (Token for reviewers to access the data: krmpyckyhxqdfop). Sequenced RNA reads were trimmed and filtered using BBTools (https://jgi.doe.gov/data-and-tools/bbtools/), and mapped to the reference genome sequence of *R. toruloides* IFO0880 augmented with the coding sequence of BIS using HISAT2 [24], Mapped reads were assigned to genes using featureCounts [25], and read counts were used to calculate Fragments Per Kilobase of transcript per Million mapped reads (FPKM).

For global proteomics analysis, to extract the protein from the cell pellets for global proteomics analysis, 1 mL of a mixture of chloroform:methanol (prepared 2:1 (v/v)) was pipetted into chloroform compatible 2 mL Sorenson MulTI™ SafeSeal™ microcentrifuge tubes (Sorenson bioscience, Salt Lake City, UT, USA) kept inside an ice block. Cell pellets were resuspended in 200 µL of water and immediately transferred into the microcentrifuge tubes. Samples were vigorously vortexed, placed in an ice block for 10 min, vortexed again for 20 s and centrifuged at 17,000×*g* for 10 min at 4 °C. The upper and lower phases were removed. The remaining protein interphase was washed with methanol, vortexed and centrifuged at 17,000×*g* for 5 min to pellet the protein. The methanol supernatant was decanted into waste and the pellet lightly dried in a fume hood and then stored at − 80 °C until protein digestion. The protein interlayer pellet was digested by adding 200 µL of an 8 M urea solution to the protein pellets and vortexed into solution. A bicinchoninic acid (BCA) assay (Thermo Fisher Scientific) was performed to determine protein concentration. Following the assay, 10 mM dithiothreitol (DTT) was added to the samples and incubated at 60 °C for 30 min with constant shaking at 800 rpm. Reduced cysteine residues were alkylated by adding 400 mM iodoacetamide (Sigma-Aldrich) to a final concentration of 40 mM and incubating in the dark at room temperature for 1 h. Samples were then diluted eightfold for preparation for digestion with 100 mM NH_4_HCO_3_, 1 mM CaCl_2_ and sequencing-grade modified porcine trypsin (Promega, Madison, WI, USA) was added to all protein samples at a 1:50 (w/w) trypsin-to-protein ratio for 3 h at 37 °C. Digested samples were desalted using a 4-probe positive pressure Gilson GX-274 ASPEC™ system (Gilson Inc., Middleton, WI, USA) with Discovery C18 100 mg/1 mL solid phase extraction tubes (Supelco, St. Louis, MO, USA), using the following protocol: 3 mL of methanol was added for conditioning followed by 2 mL of 0.1% TFA in H_2_O. The samples were then loaded onto each column followed by 4 mL of 95:5: H_2_O:ACN, 0.1% TFA. Samples were eluted with 1 mL 80:20 ACN:H_2_O, 0.1% TFA. The samples were concentrated down to ~ 100 µL using a Speed Vac and a final BCA was performed to determine the peptide concentration, and then stored at − 80 °C until usage. Peptides digests were diluted to 0.1 µg/uL with nanopure water for LC–MS/MS analysis. 5 µL of samples were loaded onto in-house packed reversed-phase capillary columns (70-cm × 75 µm i.d.) with 3-µm Jupiter C18 particles. The separation was carried out using a nanoAcquity HPLC system (Waters Corporation, Milford, MA, USA) at room temperature. The mobile phase A was 0.1% formic acid in water while the mobile phase B was 0.1% formic acid in acetonitrile. The elution was carried out at 300 nL/min with the following gradient: 0–2 min 1% B; 2–20 min 8% B; 20–75 min 12% B; 75–97 min 30% B; 97–100 min 45% B; 100–105 min 95% B; 110–140 min 1% B. The eluting peptides were directly analyzed using a Q Exactive Plus mass spectrometer (Thermo Fisher Scientific) in data-dependent acquisition mode. Mass spectrometer settings were as following: full MS (AGC, 3 × 10^6^; resolution, 35,000; m/z range, 400–2,000; maximum ion time, 20 ms); MS/MS (AGC, 1 × 10^5^; resolution, 17,500; m/z range 200–2000; maximum ion time, 100 ms; TopN, 12; isolation width, 2 Da; dynamic exclusion, 30.0 s; collision energy, NCE 30). All mass spectrometry data were searched using MS-GF + and MASIC software. MS-GF + software was used to identify peptides by scoring MS/MS spectra against peptides derived from the whole protein sequence database. MASIC software was used to generate the selected ion chromatographs (SICs) of all the precursors in MSMS datasets and calculate their peak areas as abundance. MASIC Results Merger (https://omics.pnl.gov/software/masic-results-merger) was used to append the relevant MASIC stats for each peptide-hit result in MS-GF+. The MS-GF + data were then filtered based on 1% false discovery rate (FDR) and less than 5 ppm mass accuracy to generate a list of qualified peptide-hit results. The abundance of peptides was determined as the highest peak area identified for the peptide within a sample. Sample level quality was ensured by a Mahalanobis distance (rMd), which evaluates multiple statistical parameters associated with each peptide profile for each sample, as well as sample-level Pearson correlation and overall peptide intensity. Peptides were also filtered to remove those with inadequate data for statistics, where a peptide was required to have at least 2 observations in 2 of the groups in Table 1, or 3 observations within a single group. Protein quantification was performed using a standard reference-based approach. For time comparison within strains, we utilized two-sample t-tests with a Bonferroni correction. For strain comparison at the same time point, a one-way ANOVA with a Dunnett test was performed.

### Targeted mevalonate pathway metabolite analysis

Strains *R. toruloides* WT, GB, GB2, and 312 were inoculated from LB precultures into SD media containing 20 g/L glucose and a 20% (v/v) dodecane overlay. At 40 h, ODs were measured and a 6 OD_600_ cell pellet was collected from each culture by centrifugation in a microfuge at 5000 rpm for 1 min at room temperature and then cells were quenched by adding 300 µL of cold methanol. Samples were vortexed for 10 s and then 300 µL chloroform was added, followed by another 10 s of vortexing. 150 µL water was added, followed by another mix by vortexing for 10 s. All solvents were liquid chromatography grade purity. Samples were centrifuged for 10 min at 14,000 rpm at 4 °C and the top aqueous layer was removed for metabolomics analysis. Water was added to bring the methanol/water ratio to 1:1 and samples were spun through Amicon 3000 molecular weight cut-off filters (Millipore Sigma, Burlington, MA, USA) and then lyophilized overnight and resuspended in 50 µL of a sample solvent composed of 60% acetonitrile, 30% water, and 10% methanol. Samples were analyzed alongside mevalonate pathway standards using a hydrophilic interaction liquid chromatography time-of-flight mass spectrometry (HILIC-TOF–MS) method described previously [26].

## Supplementary Information

**Additional file 1: **Supplemental Figures and Tables.

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files.

# Supplementary material for: Further engineering of R. toruloides for the production of terpenes from lignocellulosic biomass
**Source:** Biotechnol Biofuels. 2021 Apr 21;14:101. doi: 10.1186/s13068-021-01950-w
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Figures and Tables.

**Further engineering of *R. toruloides* for the production of terpenes from lignocellulosic biomass**

James Kirby^a,b^, Gina M. Geiselman^a,b^, Junko Yaegashi^c,d^, Joonhoon Kim^a,d^, Xun Zhuang^a,b^, Mary Bao Tran-Gymfi^a,b^, Jan-Philip Prahl^a,e^, Eric R. Sundstrom^a,e^, Yuqian Gao^a,i^, Nathalie Munoz^a,h^, Kristin E. Burnum-Johnson^a,h^, Veronica T. Benites^a,f^, Edward E. K. Baidoo^a,f^, Anna Fuhrmann^c^, Katharina Seibel^c^, Bobbie-Jo M. Webb-Robertson^a,i^, Jeremy Zucker^a,i^, Carrie D. Nicora^a,i^, Deepti Tanjore^a,e^, Jon K. Magnuson^a,d^, Jeffrey M. Skerker^g^ and John M. Gladden^a,b *^

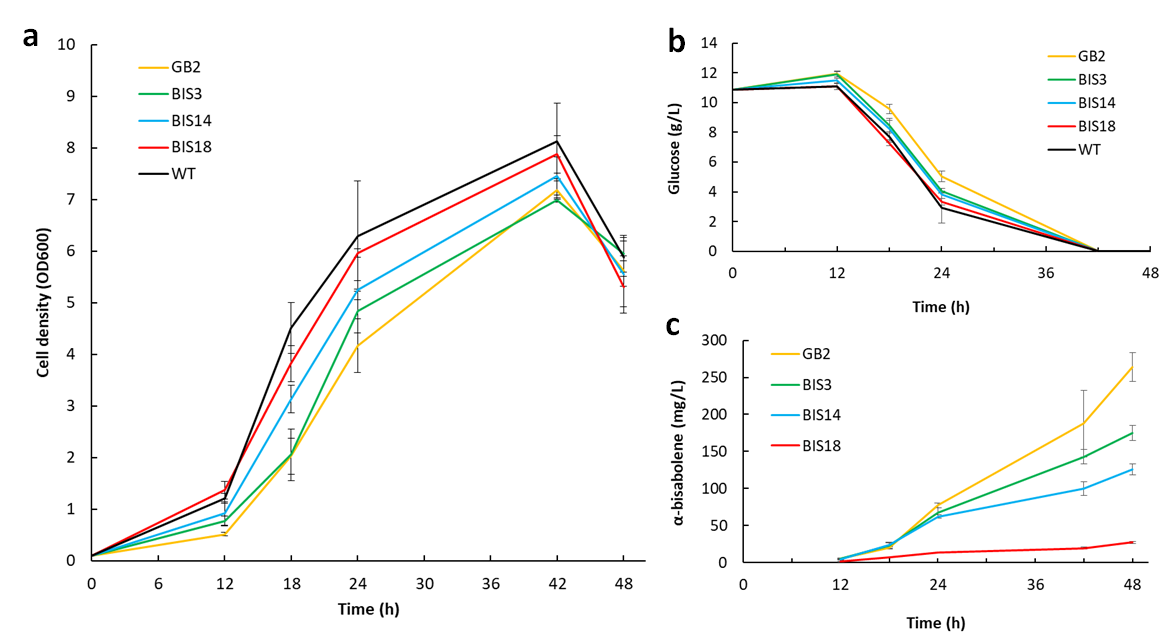

**Fig. S1** Growth (**a**), glucose consumption (**b**), and α-bisabolene production (**c**) in SD medium containing 10 g/L glucose by five *R. toruloides* strains selected for omics analysis, including wild type (WT). Three strains (BIS18, BIS14, and BIS3) harbor the P*_GAPDH_*-BIS cassette at various copy numbers (1, 7, and 10, respectively) and strain GB2 contains of 6 copies of P*_ANT_*-BIS in addition to 10 copies of P*_GAPDH_*-BIS.

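For ERG10, ERG13 and ERG20, log2 FPKM was computed as the log2 of FPKM plus a pseudocount of 1, averaged over the libraries of a strain. At 18 h ERG10 stood at 6.95 ± 0.085 in WT, 7.05 ± 0.085 in BIS18, 7.74 ± 0.20 in BIS14, 8.12 ± 0.22 in BIS3 and 8.54 ± 0.087 in GB2 (SD, n = 6 in WT, where the paper has 3, and 3 in each engineered strain). ERG13 stood at 6.20 ± 0.19 in WT, 6.29 ± 0.14 in BIS18, 7.65 ± 0.41 in BIS14, 8.46 ± 0.61 in BIS3 and 9.27 ± 0.041 in GB2. Levels of ERG20 were 6.17 ± 0.088 in WT, 6.34 ± 0.17 in BIS18, 7.11 ± 0.17 in BIS14, 7.76 ± 0.30 in BIS3 and 8.03 ± 0.061 in GB2. After 48 h ERG10 stood at 5.79 ± 0.38 in WT, 5.95 ± 0.12 in BIS18, 6.29 ± 0.31 in BIS14, 6.06 ± 0.13 in BIS3 and 6.56 ± 0.10 in GB2. For ERG13 the values were 5.71 ± 0.75 in WT, 5.82 ± 0.059 in BIS18, 6.03 ± 0.25 in BIS14, 6.41 ± 0.025 in BIS3 and 6.45 ± 0.0070 in GB2. Those of ERG20 were 5.06 ± 0.73 in WT, 5.52 ± 0.12 in BIS18, 5.53 ± 0.40 in BIS14, 6.24 ± 0.15 in BIS3 and 5.86 ± 0.17 in GB2. In FPKM, WT replicates 1 to 6 at 18 h read 122, 114, 125, 116, 124 and 135 for ERG10, 87.7, 77.7, 76.9, 71.5, 63.1 and 62.5 for ERG13 and 71.0, 71.9, 70.2, 79.0, 65.2 and 70.1 for ERG20. The same replicates at 48 h read 46.0, 35.1, 60.8, 53.0, 69.1 and 70.0 for ERG10, 75.1, 17.5, 62.3, 59.4, 67.4 and 55.9 for ERG13 and 44.0, 11.0, 36.4, 36.0, 43.0 and 40.8 for ERG20. Dividing by TMM effective library sizes in place of total counts moved 11 of 38 levels of these genes and BIS by more than the SD between libraries. In GB2 at 18 h it gave 8.90 for ERG10, 9.63 for ERG13 and 8.39 for ERG20. Because the listed length is the genomic span, a transcript with long introns gets a lower FPKM than its messenger RNA length would give. Spectral counts of proteins were not analysed here.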

**Table S1** Selected transcriptomics (A) and proteomics (B) data for five *R. toruloides* strains (WT, BIS18, BIS14, BIS3, and GB2) sampled following 18 hours (exponential, exp) and 48 hours (stationary, stat) of growth in SD medium containing 10 g/L glucose. The average of log2(FPKM) values and spectral counts for three replicates are used for transcriptomics and proteomics, respectively.

| A. | WT | BIS18 | BIS14 | BIS3 | GB2 | WT | BIS18 | BIS14 | BIS3 | GB2 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | exp | exp | exp | exp | exp | stat | stat | stat | stat | stat |
| ANT | 11.3 | 11.0 | 11.4 | 12.0 | 11.9 | 9.5 | 10.5 | 10.7 | 10.4 | 10.4 |
| BIS |  | 8.5 | 11.7 | 12.8 | 13.3 |  | 8.3 | 11.3 | 11.8 | 12.6 |
| TEF1 | 11.1 | 10.9 | 11.4 | 11.9 | 12.1 | 10.2 | 10.7 | 11.0 | 10.6 | 10.9 |
| ERG10 | 6.9 | 7.0 | 7.8 | 8.3 | 8.9 | 5.6 | 5.8 | 6.3 | 5.9 | 6.5 |
| ERG13 | 6.1 | 6.2 | 7.7 | 8.7 | 9.6 | 5.5 | 5.7 | 6.0 | 6.2 | 6.4 |
| ERG20 | 6.1 | 6.2 | 7.2 | 8.0 | 8.3 | 4.9 | 5.4 | 5.5 | 6.1 | 5.8 |

| B. | WT | BIS18 | BIS14 | BIS3 | GB2 | WT | BIS18 | BIS14 | BIS3 | GB2 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | exp | exp | exp | exp | exp | stat | stat | stat | stat | stat |
| ANT | 73.3 | 73.5 | 68.0 | 71.8 | 68.0 | 62.0 | 59.3 | 58.8 | 56.5 | 53.3 |
| BIS |  | 101.8 | 228.8 | 265.3 | 337.3 |  | 92.5 | 194.0 | 258.3 | 296.0 |
| TEF1 | 181.3 | 178.5 | 174.5 | 189.3 | 210.0 | 130.0 | 134.5 | 121.3 | 132.3 | 145.0 |
| ERG10 | 26.8 | 23.5 | 25.0 | 32.8 | 42.5 | 21.5 | 25.3 | 26.3 | 28.8 | 32.0 |
| ERG13 | 31.5 | 27.3 | 31.5 | 50.3 | 56.8 | 19.0 | 18.5 | 21.5 | 25.0 | 30.8 |
| ERG20 | 14.0 | 13.0 | 15.0 | 19.8 | 19.8 | 8.8 | 9.5 | 12.0 | 14.8 | 12.5 |

**Table S2** Additional transcriptomics and proteomics data for five *R. toruloides* strains (WT, BIS18, BIS14, BIS3, and GB2) sampled following 18 hours of growth in SD medium containing 10 g/L glucose. Transcript and protein data is shown as log2 fold change values for each of the engineered strains, compared to WT. Protein IDs correspond to entries in the reference genome sequence of *R. toruloides* IFO0880 (<https://mycocosm.jgi.doe.gov/Rhoto_IFO0880_4/Rhoto_IFO0880_4.home.html>)

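Of the 17 genes of Table S2, those that differed from WT at 18 h, adjusted over all 7375 transcripts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, numbered 0 in BIS18, 13 in BIS14, 14 in BIS3 and 16 in GB2 (15 of them higher and 1 lower in GB2). Adjusted over the list alone, they numbered 0 in BIS18, 15 in BIS14, 15 in BIS3 and 16 in GB2. The paper does not say how the genes of the list were chosen, and their match to transcripts was made on the fold changes of these libraries, so the count over the list alone is not independent evidence. At an unadjusted p under 0.05, BIS18 had 1 gene of the list. The median log2 fold change of the 17 genes was 0.047 in BIS18, 0.53 in BIS14, 0.69 in BIS3 and 1.23 in GB2. With WT replicates 1 to 3 only, the count for BIS14 fell to 6, the largest move of these counts, and it was 8 without BIS14 replicate 3. At 48 h the counts over all 7917 transcripts were 0 in BIS18, 5 in BIS14, 5 in BIS3 and 9 in GB2, and those over the list alone 0 in BIS18, 7 in BIS14, 9 in BIS3 and 11 in GB2. BIS18 again had 1 gene at an unadjusted p under 0.05. The medians at 48 h were 0.13 in BIS18, 0.38 in BIS14, 0.58 in BIS3 and 0.61 in GB2. Without WT replicate 2 the 48 h count was 12 for BIS14 and 10 for BIS3. In BIS14 it was 3 and 3 without WT replicates 5 and 6 in turn and 3 and 1 without BIS14 replicates 1 and 2 in turn, and in BIS3 3 without BIS3 replicate 1. The 48 h count of GB2 ranged from 6 without GB2 replicate 1 to 11 without WT replicate 2 when each library was left out in turn.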

|  |  | Transcriptomics | | | | | | | | Proteomics | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Log2 Fold Change (vs WT) | | | | Adjusted p-value | | | | Log2 Fold Change (vs WT) | | | | Adjusted p-value | | | |
| Protein ID | Name | **BIS18** | **BIS14** | **BIS3** | **GB2** | **BIS18** | **BIS14** | **BIS3** | **GB2** | **BIS18** | **BIS14** | **BIS3** | **GB2** | **BIS18** | **BIS14** | **BIS3** | **GB2** |
| 9726 | ACLY | -0.01 | 0.80 | 0.81 | 1.58 | 9.95E-01 | 1.66E-13 | 2.79E-14 | 2.04E-56 | 0.21 | 0.21 | 0.58 | 0.98 | 2.76E-02 | 2.73E-02 | 4.21E-06 | 2.48E-06 |
| 8639 | ACC1 | -0.22 | 0.54 | 0.65 | 1.24 | 6.88E-01 | 1.46E-03 | 5.01E-05 | 9.37E-18 | 0.17 | 0.22 | 0.24 | 0.60 | 3.17E-01 | 1.62E-01 | 1.09E-01 | 1.40E-04 |
| 8670 | FAS1 | -0.11 | 0.38 | 0.48 | 0.86 | 8.70E-01 | 2.38E-02 | 2.07E-03 | 6.86E-10 | 0.07 | 0.26 | 0.21 | 0.40 | 8.62E-01 | 5.69E-02 | 1.53E-01 | 3.66E-03 |
| 8777 | FAS2 | -0.22 | 0.79 | 0.81 | 1.80 | 7.67E-01 | 5.16E-05 | 1.31E-05 | 2.10E-26 | 0.16 | 0.35 | 0.28 | 0.79 | 3.87E-01 | 1.55E-02 | 6.28E-02 | 9.20E-06 |
| 8678 | ERG10 | 0.07 | 0.93 | 1.49 | 1.98 | 9.33E-01 | 2.06E-09 | 4.11E-25 | 2.63E-46 | 0.07 | 0.45 | 0.61 | 0.95 | 9.77E-01 | 5.27E-02 | 8.09E-03 | 1.65E-04 |
| 12122 | ERG13 | 0.05 | 1.60 | 2.67 | 3.46 | 9.70E-01 | 6.55E-17 | 3.42E-49 | 2.05E-84 | -0.21 | -0.07 | 1.00 | 1.12 | 5.61E-01 | 9.84E-01 | 1.33E-04 | 4.40E-05 |
| 9574 | HMGR | -0.18 | 0.41 | 0.74 | 1.29 | 7.67E-01 | 1.50E-02 | 2.86E-07 | 1.53E-24 | 0.14 | 0.12 | 0.22 | 0.89 | 9.32E-01 | 9.67E-01 | 7.65E-01 | 7.29E-03 |
| 8758 | MK | -0.06 | 0.51 | 0.34 | -0.76 | 9.41E-01 | 4.39E-03 | 6.56E-02 | 3.90E-06 | 0.14 | 0.11 | 0.19 | -0.36 | 6.65E-01 | 8.02E-01 | 4.24E-01 | 4.73E-02 |
| 8702 | PMK | 0.05 | -0.33 | -0.32 | 0.16 | 9.40E-01 | 3.49E-02 | 3.25E-02 | 2.49E-01 | -0.25 | 0.00 | 0.40 | -0.22 | 9.05E-01 | 1.00E+00 | 6.51E-01 | 9.36E-01 |
| 11910 | MVD | -0.20 | 0.28 | 0.34 | 1.00 | 8.03E-01 | 2.55E-01 | 1.19E-01 | 4.50E-09 | 0.32 | 0.03 | 0.86 | 0.05 | 3.50E-01 | 1.00E+00 | 2.49E-03 | 9.96E-01 |
| 16203 | IDI | 0.26 | 0.73 | 0.69 | 0.67 | 6.43E-01 | 3.81E-05 | 6.07E-05 | 3.51E-05 | 0.23 | 0.32 | 0.56 | 1.07 | 8.15E-01 | 6.01E-01 | 1.68E-01 | 4.49E-03 |
| 12944 | ERG20 | 0.14 | 1.08 | 1.93 | 2.26 | 8.30E-01 | 6.21E-13 | 2.74E-45 | 1.13E-64 | 0.25 | 0.33 | 0.85 | 0.85 | 3.18E-01 | 1.28E-01 | 1.63E-04 | 1.60E-04 |
| 16591 | ERG9 | -0.04 | 0.15 | 0.43 | 0.82 | 9.62E-01 | 4.17E-01 | 2.24E-03 | 1.68E-12 | -0.19 | -0.22 | -0.01 | -0.13 | 8.01E-01 | 7.19E-01 | 1.00E+00 | 9.42E-01 |
| 16503 | GGPPS | 0.22 | 0.49 | 0.47 | 0.57 | 6.27E-01 | 1.30E-03 | 1.58E-03 | 1.86E-05 | -0.22 | 0.08 | 0.00 | 0.20 | 5.53E-01 | 9.74E-01 | 1.00E+00 | 6.22E-01 |
| 13729 | ERG1 | 0.15 | 0.86 | 1.26 | 1.54 | 8.11E-01 | 1.72E-08 | 8.32E-19 | 7.52E-30 | 0.04 | 0.19 | 1.11 | 1.14 | 1.00E+00 | 9.43E-01 | 1.70E-02 | 1.46E-02 |
| 9240 | ERG7 | 0.57 | 1.42 | 2.46 | 2.44 | 1.13E-01 | 3.10E-14 | 1.43E-45 | 3.74E-46 | 0.45 | 0.21 | 1.03 | 1.11 | 1.32E-01 | 6.90E-01 | 4.93E-04 | 2.34E-04 |
| 12843 | ERG11 | 0.04 | 0.47 | 0.99 | 1.39 | 9.59E-01 | 5.97E-03 | 1.82E-11 | 7.69E-24 | -0.21 | 0.16 | 0.63 | 0.64 | 8.77E-01 | 9.46E-01 | 1.41E-01 | 1.30E-01 |

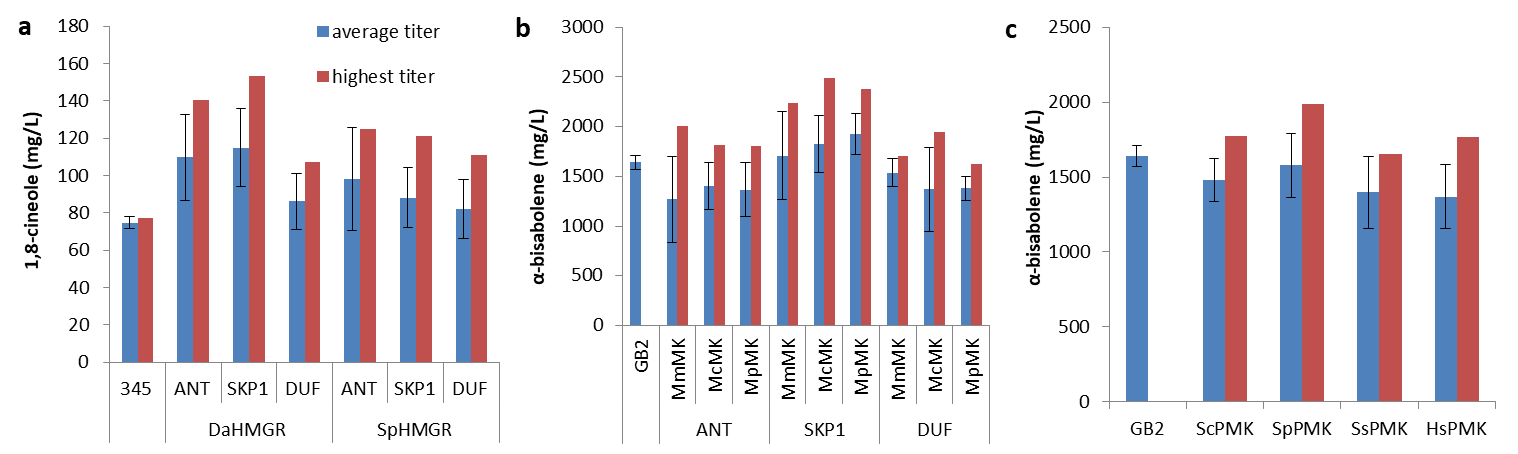

**Fig. S2** Determining the impact of HMGR, MK, and PMK ortholog overexpression on α-bisabolene and 1,8-cineole production in *R. toruloides* strains, GB2 and 345, respectively. **a** Native promoters P*_ANT_*, P*_SKP1_* and P*_DUF_* were used to drive expression of HMGRs from *Delftia acidovorans* (DaHMGR) and *Silicibacter pomeroyi* (SpHMGR) in the 1,8-cineole producing strain 345. **b** Archaeal MKs, from *Methanosarcina mazei* (MmMK), *Methanosaeta concilii* (McMK), and *Methanocella paludicola* (MpMK) were expressed under control of the P*_ANT_*, P*_SKP1_* and P*_DUF_* promoters in the α-bisabolene producing strain, GB2. **c** PMKs selected from *S. cerevisiae* (ScPMK), *Streptococcus pneumoniae* (SpPMK), *Sus scrofa* (SsPMK), and *Homo sapiens* (HsPMK) were expressed under control of P*_DUF_* in strain GB2. Strains were grown in culture tubes containing GXY medium and 1,8-cineole and α-bisabolene were measured at 8 and 7 days, respectively. Product titers are shown for the two parent strains, 345 and GB2, and as an average of all transformants for each gene inserted into these parents. The highest product titer reached by a single transformant is also shown for each of the HMGR, MK, and PMK orthologs expressed here.

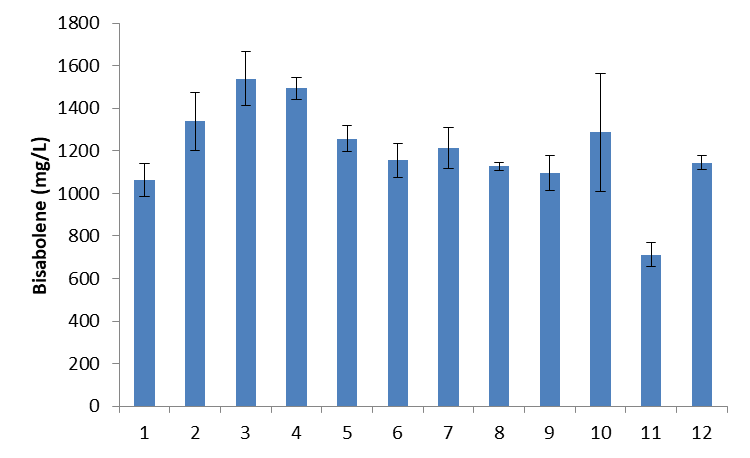

**Fig. S3** Production of α-bisabolene by strain GB2 in media composed of DMR-EH, 5 g/L (NH_4_)_2_SO_4_, 76 mM KH_2_PO_4_, 24 mM K_2_HPO_4_, pH 5.75_,_ supplemented with: nothing (1), 200 µg/L thiamine (2), 400 µg/L thiamine (3), 800 µg/L thiamine (4), 400 µg/L pyridoxine hydrochloride (5), 2 µg/L folic acid (6), 100 µM FeSO_4_ (7), 100 µM MgSO_4_ (8), 1 mM MgSO_4_ (9), 1 mM Na_2_SO_4_ (10), 7 mg/L ZnSO_4_ (11), or 6.2 mg/L CuSO_4_ (12).

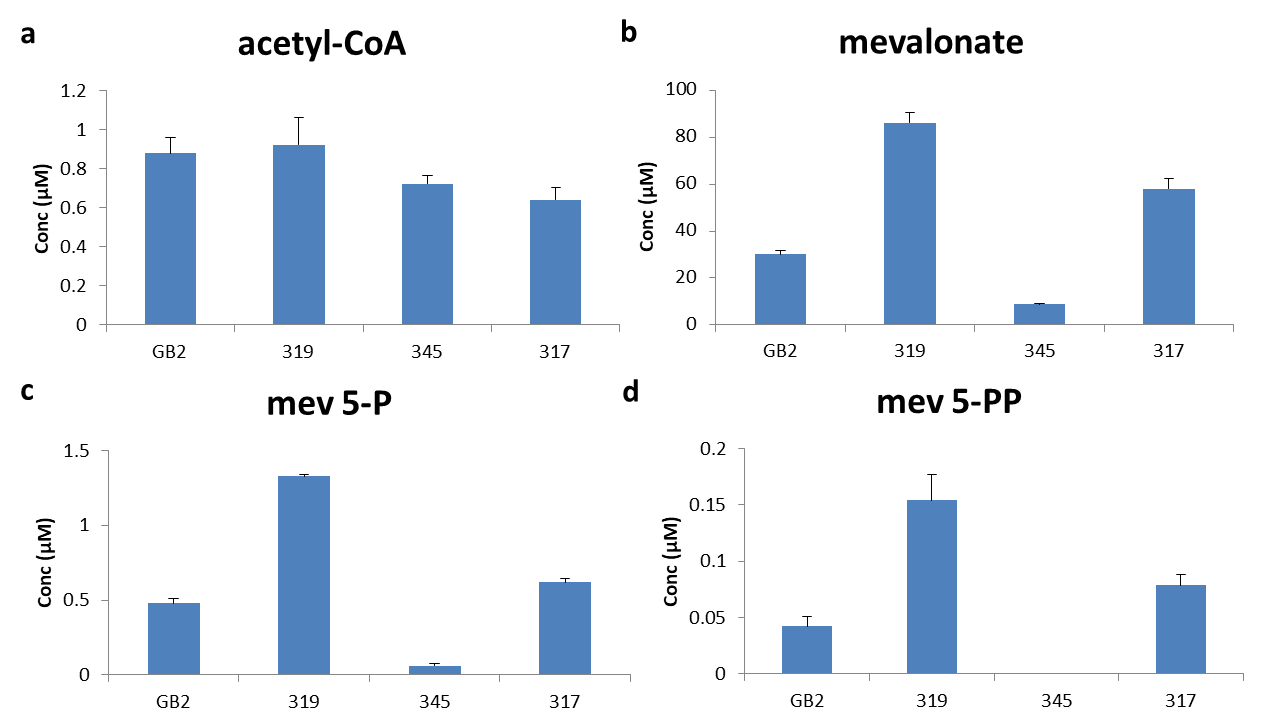

**Fig. S4** Accumulation of mevalonate pathway intermediates in response to mevalonate pathway engineering. Intracellular mevalonate pathway intermediates were measured for *R. toruloides* strains GB2, 319, 345, and 317 after 40 hours of growth in DMR-EH medium supplemented with 10 g/L yeast extract. Mev 5-P, mevalonate 5-phosphate; Mev 5-PP, mevalonate 5-diphosphate.

**Table S3** Key strains developed during this work. This is a subset of the strains listed in Table 1.

| **Genotype/features** | **Name** | **Registry ID** |
| --- | --- | --- |
| *R. toruloides* IFO0880, mating type A2 (wild type parent of all strains) | WT | ABFPUB_000014 |
|  |  |  |
| **Key *R. toruloides* strains engineered to produce α-bisabolene** |  |  |
| IFO0880/P*_GAPDH_*-BIS-T*_NOS_* (10 copies) | BIS3 | JPUB_009679 |
| IFO0880/P*_GAPDH_*-BIS-T*_NOS_*, P*_ANT_*-BIS-T*_NOS_* | GB2 | ABFPUB_000311 |
| GB2/P*_ANT_*-SpHMGR-T*_NOS_*_P*_SKP1_*-McMK-T*_SKP1_*_P*_DUF_*-SpPMK-T*_DUF_* (HC) | 319 | ABFPUB_000319 |
|  |  |  |
| **Key *R. toruloides* strains engineered to produce 1,8-cineole** |  |  |
| IFO0880/P*_ANT_*-HYP3-T*_NOS_*, P*_GAPDH_*-HYP3-T*_NOS_*, P*_TEF1_*-GgFPS(N144W)-T*_NOS_* | 342 | ABFPUB_000342 |
| IFO0880/P*_ANT_*-HYP3-T*_NOS_*_P*_TEF1_*-GgFPS(N144W)-T*_35S_* | 345 | ABFPUB_000345 |
| 345/P*_ANT_*-DaHMGR-T*_NOS_*_P*_SKP1_*-McMK-T*_SKP1_*_P*_DUF_*-SpPMK-T*_DUF_* (HC) | 324 | ABFPUB_000324 |
| 345/P*_ANT_*-SpHMGR-T*_NOS_*_P*_SKP1_*-McMK-T*_SKP1_*_P*_DUF_*-ScPMK-T*_DUF_* (HC) | 316 | ABFPUB_000316 |
| 345/P*_ANT_*-DaHMGR-T*_NOS_*_P*_SKP1_*-McMK-T*_SKP1_*_P*_DUF_*-ScPMK-T*_DUF_* (HC) | 322 | ABFPUB_000322 |
| 345/P*_ANT_*-SpHMGR-T*_NOS_*_P*_SKP1_*-McMK-T*_SKP1_*_P*_DUF_*-SpPMK-T*_DUF_* (HC) | 320 | ABFPUB_000320 |

Strains and plasmids used in this study are available upon request through strain registries of the Agile BioFoundry (<http://public-registry.agilebiofoundry.org/>) and the Joint BioEnergy Institute (<https://public-registry.jbei.org/>), designated by ABF and JBx, respectively. Unless indicated, sequences are from *R. toruloides*, with the exception of antibiotic resistance genes. *GAPDH*, glyceraldehyde 3-phosphate dehydrogenase; BIS, α-bisabolene synthase from *Abies grandis* (NCBI Accession Number, O81086), *NOS*, nopaline synthase from *A. tumefaciens* (MK078637); *ANT*, adenine nucleotide translocase; SpHMGR, HMGR from *Silicibacter pomeroyi* (WP_011241944); SKP1, S-phase kinase-associated protein 1 from *R. toruloides* (PRQ77980); McMK, MK from *Methanosaeta concilii* (WP_013720012); DUF, domain of unknown function from *R. toruloides* (PRQ75822); SpPMK, PMK from *Streptococcus pneumoniae* (WP_044791288); *TEF1*, translational elongation factor; *HYP3*, 1,8-cineole synthase from *Hypoxylon sp. E7406B* (AHY23922); Gg*FPS*, FPP synthase from *Gallus gallus* (P08836.2); DaHMGR, HMGR from *Delftia acidovorans* (WP_099752490); ScPMK, PMK from *S. cerevisiae* (AJS65138); Codon optimization was performed by Genscript, using a *R. toruloides* codon table, except where indicated by HC (high-CAI method). In the strain genotype description, a comma indicates sequential insertion (stacking) while an underscore indicates that the cassettes are on the same construct.

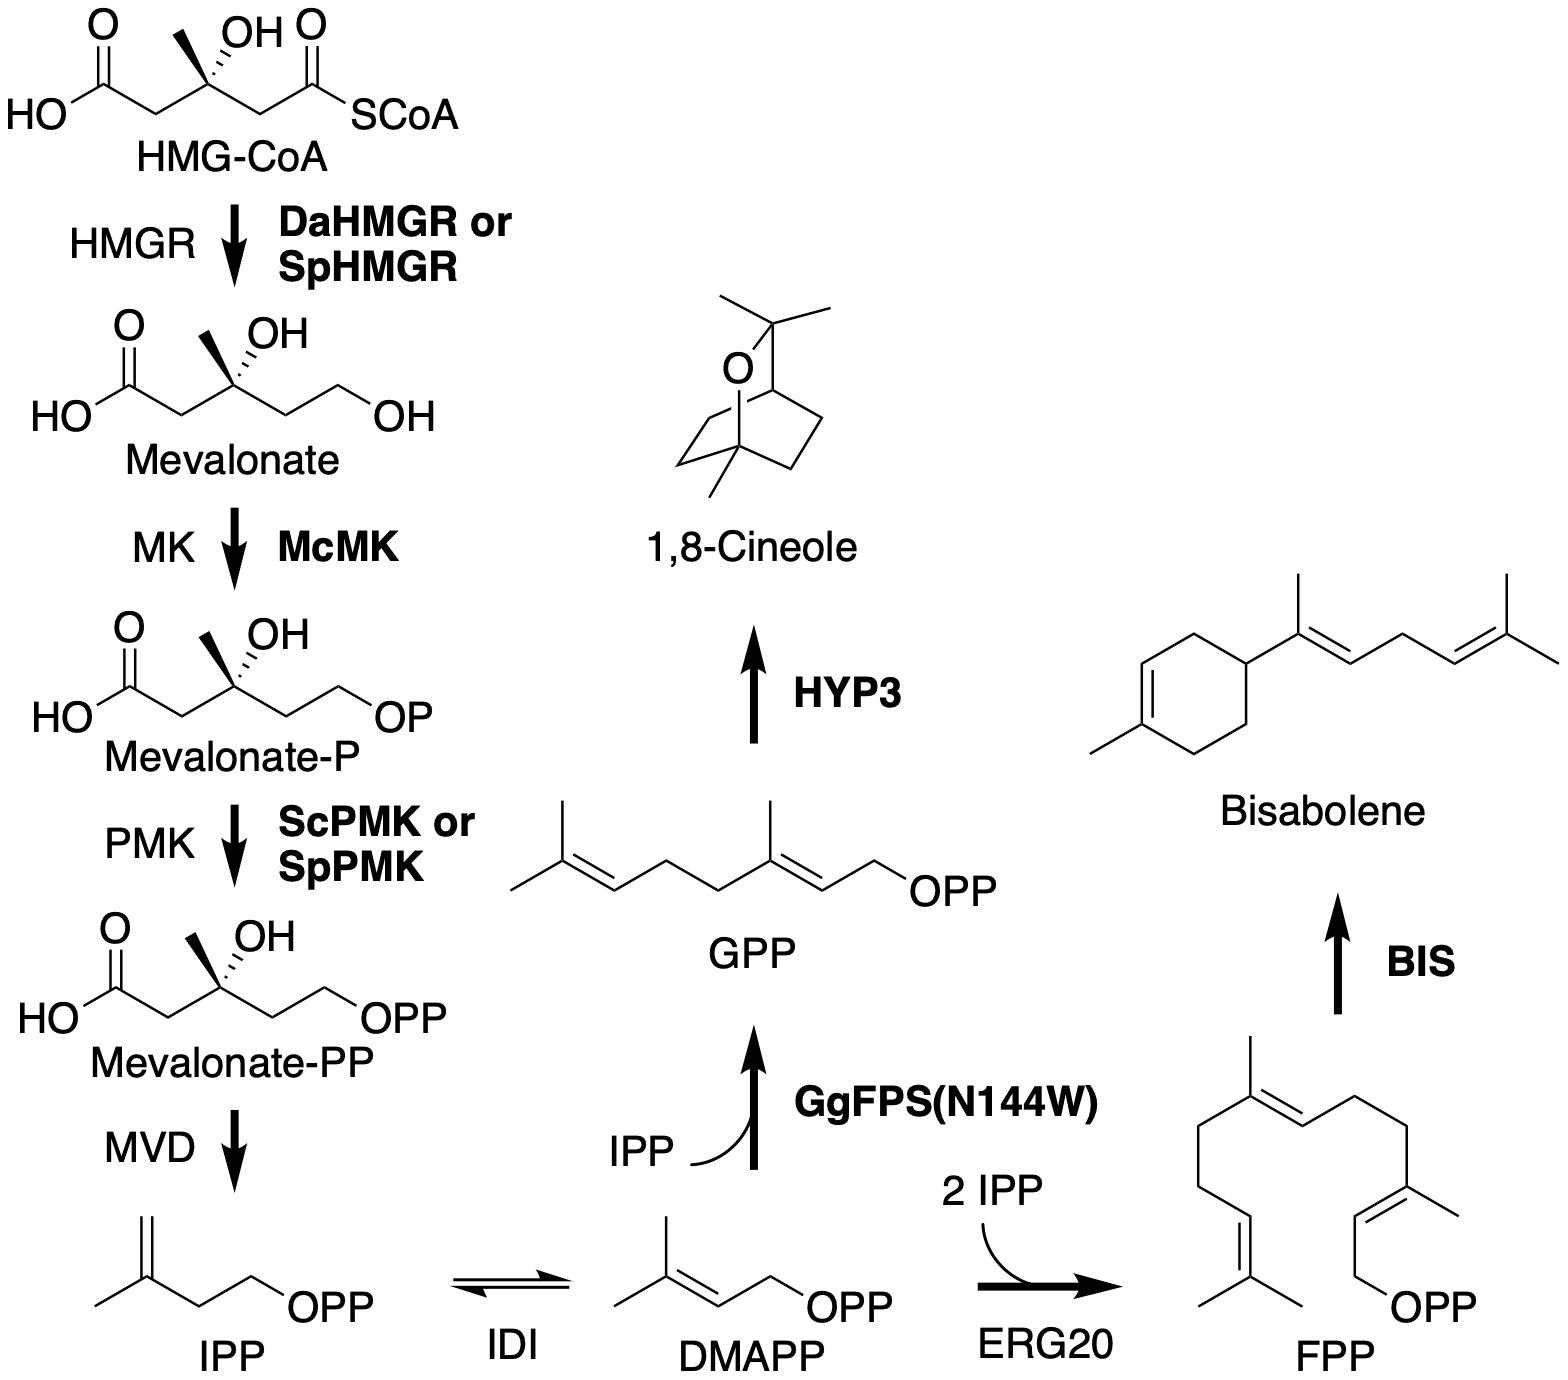

**Fig. S5** Overview of the key engineering strategies used to produce α-bisabolene and 1,8-cineole in *R. toruloides*. Heterologous enzymes expressed in *R. toruloides* in this study are highlighted in bold. HMGR, 3-hydroxy-3-methylglutaryl-CoA reductase; DaHMGR, HMGR from *Delftia acidovorans*; SpHMGR, HMGR from *Silicibacter pomeroyi*; MK, mevalonate kinase; McMK, MK from *Methanosaeta concilii*; PMK, phosphomevalonate kinase; ScPMK, PMK from *S. cerevisiae*; SpPMK, PMK from *Streptococcus pneumoniae*; MVD, mevalonate diphosphate decarboxylase; IDI, IPP/DMAPP isomerase; ERG20, FPP synthase; GgFPS(N144W), a mutant of FPP synthase from *Gallus gallus* that generates GPP; HYP3, 1,8-cineole synthase from *Hypoxylon sp. E7406B*; BIS, α-bisabolene synthase from *Abies grandis*.

How the deposited data were processed for this re-analysis (not part of the article)

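The data are counts of RNA-sequencing reads on transcripts of R. toruloides WT and strains BIS18, BIS14, BIS3 and GB2, sampled at 18 h and 48 h of growth in SD medium. There were 36 libraries, 18 at each time point, with 6 of WT and 3 of each engineered strain. The authors trimmed and filtered the reads with BBTools, mapped them with HISAT2 and counted them with featureCounts. The paper gives the reference as the IFO0880 genome with the BIS coding sequence added. The counts also hold Nat and Hyg, so the reference held more cassette sequence than that. The paper's text does not name the versions of these tools, the strand setting or the treatment of reads with several matches. The deposited values are raw counts, whole numbers for 8493 entries, without normalization, and 0 columns were left unused. No alignment was repeated.

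Differences between strains were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, transcripts with low counts removed by filterByExpr, and the quasi-likelihood test with Benjamini-Hochberg adjustment over all transcripts tested. One fit was made per time point on its 18 libraries, and a fit of all 36 libraries tested whether the difference of GB2 from WT changed between the time points. A transcript counted as different at an adjusted p under 0.05. FPKM was computed from the counts, the total counts of the library and the listed length, and log2 FPKM with a pseudocount of 1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. DESeq2 1.42.0 served as an alternative.

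Library totals were 1134992 to 2029181 counts at 18 h (median 1390360.5) and 657951 to 3102440 at 48 h (median 2055728.5). A count of 0 in a library leaves a level of up to 3 counts open, and fold changes against a group of libraries at or under 3 counts are given as lower bounds. Confidence intervals for shares are 95% Wilson intervals. Reads from PCR without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Between replicates of a strain at one time point, the spread over 54 pairs of libraries was 1.15 to 61.8 times that of counting alone (median 3.89, chi-square per degree of freedom), and 0 pairs were identical.

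Genes named are every gene the paper names for the transcript data, where it could be linked to a transcript, and the transcripts with the largest rise and fall in GB2 against WT at 18 h, 2 in each direction, among those with an adjusted p under 0.05, a mean of at least 10 CPM in GB2 or WT, and no overlap between the GB2 and WT libraries. The 17 genes of Table S2 were linked by the offset of 128 between protein and transcript numbers. A table of gene names for another strain matched 0 identifiers and was not used. ANT, TEF1 and GAPDH were not linked, and protein data were not analysed here.

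The alternatives were RLE normalization, BIS left out of the counts, no low-count filter, a filter of at least 10 counts in every library, counts thinned at random to the smallest library (seed 1), DESeq2, WT replicates 1 to 3 or 4 to 6 only, only the 2 groups compared in the fit, all 36 libraries in one fit, the replicate number as a block, and each library left out in turn. For FPKM they were TMM effective library sizes, other pseudocounts and CPM. The spread over label splits was counted over all 84 splits of 9 libraries into 3 and 6, or 10 splits of 6 libraries into 3 and 3.

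The tests were tested on simulated data. All changes put in were at least 2-fold and in transcripts with a WT mean of at least 10 CPM. Of the real calls in GB2 at 18 h, 616 of 1943 higher and 815 of 2063 lower were 2-fold or more. The simulation held no outlying library and no difference between WT sets, and its 48 h libraries were drawn from 18 h means. Its results hold for these settings only. With 200 of 7288 simulated transcripts changed, edgeR called 193 of them (96.5%) and 15 unchanged ones, DESeq2 called 193 and 14 unchanged ones, and the comparison of GB2 with BIS3 called 185 and 7. The fit with the block called 187 of 200 among 7274 transcripts tested and 9 unchanged ones, and the interaction term 182 of 200 among 7339 and 12. The test of scaffolds returned a raise of 0.4 as 0.4. It compared a scaffold with all runs of as many neighbouring transcripts elsewhere, and multiplied p by 18 scaffolds. By this test p was 0.00285, the lowest it could give, and 1.0 without a raise. The runs overlap and are not independent. Differences were shuffled among transcripts beforehand, so correlation between neighbours was not part of this check.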

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

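All tests of explanations in this part were chosen only after the results they bear on had been seen.

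WT replicate 2 at 48 h lay far from the other WT libraries. In each of 40 groups of the 6 WT libraries (18 genes, the total counts and the SD over genes of a library's deviation, at both time points), the gap between the most extreme library and its nearest neighbour, as a share of the range, was compared with Dixon's 95% critical value. It passed in 13 groups, where chance gives 2.0, and in 12 of them the library was replicate 2 at 48 h. The share was 0.816 for ACLY, 0.762 for ERG13, 0.864 for PMK, 0.854 for MVD, 0.870 for IDI, 0.826 for ERG20, 0.643 for ERG9, 0.738 for GGPPS, 0.716 for ERG7, 0.886 for ERG11 and 0.652 for BIS, and 0.939 for the SD over genes of the deviation from the other WT libraries. That SD was 1.48 over 7179 genes on the log2 scale, and 0.18 to 0.71 in the 35 other libraries. In replicate 2, 1185 genes lay more than 4-fold from the mean of the other WT libraries (380 higher and 805 lower), against at most 4 in any other WT library at 48 h.

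The library had 657951 counts, the lowest total of all 36. Other WT libraries of 48 h thinned to that total had an SD of at most 0.35, which argues against lower sequencing depth. Its highest Pearson r across genes with any other library was 0.662, with WT replicate 3 at 48 h, where the lowest r of another WT library at 48 h with the rest was 0.980, which argues against an exchanged label. Genes are not independent replicates in these values. With 10.6 CPM of BIS against at least 807 in the engineered libraries, the library held no BIS cassette at an engineered strain's level, which argues against an exchange with one. Its slope on the BIS18 change from 48 h to 18 h was 0.14, where an 18 h library would give 1, which argues against an earlier growth stage. The SD stayed at 1.45 after the trend with gene length was removed and at 1.48 without its 20 most counted genes. RNA from another organism, a mixed sample and the condition of the RNA stay open, since none of them was tested. The design gives no biological explanation for 1 of 6 WT cultures, and none was tested.

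BIS in WT replicate 3 at 18 h lay far below the other WT libraries, with a Dixon share of 0.679. Its level was 1.89 TMM-normalized CPM, from 3 counts, against 4.07 to 5.70 in the other WT libraries. Single groups of this kind are what chance gives among 40. No explanation was tested.

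Between 18 h and 48 h, the difference of GB2 from WT changed for 12 of 20 named genes by a test of the interaction term. On the log2 scale the change, 48 h minus 18 h, was -0.75 for ACC1, -0.96 for FAS2, -1.05 for ERG10, -2.66 for ERG13, 0.80 for MK, -0.78 for MVD, -1.40 for ERG20, -0.74 for ERG9, -0.64 for GGPPS, -0.91 for ERG1, -1.62 for ERG7 and -1.36 for ERG11, with adjusted p from 1.91e-07 (ERG13) to 0.0462 (MVD) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For 11 of the 12 the difference was smaller at 48 h, and for MK it went from -0.82 toward 0. WT replicate 2 at 48 h was tested as the cause, and without that library at 48 h only, an alternative chosen after seeing the data, 12 of the 12 stayed past the threshold. ACLY (-0.76, adjusted p = 0.000134, against 0.0869 with the library) and HMGR (-0.44, adjusted p = 0.0360, against 0.180) then passed as well. The calls were not equally stable, as MVD lost its call in 12 alternatives, GGPPS in 8, ACC1 in 4 and FAS2 in 2. Among these were single libraries left out, with adjusted p of 0.235, 0.0848 and 0.175 without GB2 replicates 1, 2 and 3 in turn and 0.0718, 0.0560, 0.0962, 0.0779 and 0.0609 without WT replicates 1, 3, 4, 5 and 6 in turn (from 0.00164 to 0.290 over its 18 alternatives) for MVD, 0.288 and 0.140 without GB2 replicates 2 and 3 in turn and 0.0500 and 0.0603 without WT replicates 3 and 4 in turn (from 0.000509 to 0.288 over its 19 alternatives) for GGPPS and 0.155, 0.0918 and 0.0668 without GB2 replicates 1, 2 and 3 in turn (from 0.00112 to 0.155 over its 19 alternatives) for ACC1. For FAS2 it was 0.0600 without GB2 replicate 1 (from 0.000683 to 0.0615 over its 19 alternatives). As many changed transcripts overall came from 1 of the 84 splits of the libraries. The passage from exponential to stationary phase, which the design gives, stays open as the explanation and was not tested by itself.

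Counts of the resistance genes Nat and Hyg, which the paper does not report, were present in GB2, and those of Nat in all 4 engineered strains. Nat gave 4389.6 CPM at 18 h and 7619 at 48 h in GB2, and Hyg gave 127 and 507. In BIS18, BIS14 and BIS3 Nat gave 632, 2569 and 4306 at 18 h and 1196, 4782 and 5767 at 48 h. In BIS18, BIS14 and BIS3, which carry no hygromycin cassette, Hyg gave 0. The lowest GB2 library gave 118 CPM of Hyg, which argues against carry-over from other libraries. The ratio of Nat to BIS counts in GB2 was 0.215 at 18 h and 0.504 at 48 h. It also rose from 0.650 to 1.47 in BIS18, from 0.336 to 0.768 in BIS14 and from 0.288 to 0.580 in BIS3, so the rise was not particular to GB2. Library size and normalization leave a ratio of counts within a library unchanged, so they do not account for this change. Expression of the marker genes carried by the strains, which the design gives, may account for the presence of the counts, and was not tested further.

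Transcripts of scaffold 10 were higher in GB2 as a group, which the paper does not report. HMGR is among them. The median log2 difference from WT was 0.35 at 18 h over 335 transcripts, 226 of them higher, and 0.40 at 48 h over 365, 313 of them higher. Against BIS3 it was 0.43 and 0.48. The 6 GB2 libraries lay between 0.35 and 0.50, and 29 other libraries between -0.051 and 0.046. WT replicate 2 at 48 h, the only other library and no part of the WT reference here, had 0.13. The highest median of the other large scaffolds at 48 h was -0.023, which argues against library size or normalization. As many neighbouring transcripts elsewhere had a median at most 0.18 from that of all transcripts at 18 h and 0.12 at 48 h, against chance changes of neighbours. In WT the transcripts of the scaffold moved by -0.058 relative to all transcripts from 18 h to 48 h, against growth stage, and the median at 48 h was 0.50 after trends with gene length and expression were removed. The lowest of the 6 libraries had 0.35, so no single library carried it. All 10 bins of 100 kb with at least 10 transcripts had a median above 0, the lowest 0.20 and the highest 0.62 at 48 h. The highest is below the 1 that doubling in every cell would give. More copies of the whole scaffold in part of the cells are consistent with the lowest bin, 0.20, and this is a hypothesis found and tested on the same data. A regulated rise of the whole scaffold was not tested.

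Neighbouring transcripts of scaffold 9, from 906611 to 973571, were higher in BIS18 and in BIS14. The segment spans 66961 bp and holds 26 tested transcripts, with a median log2 difference from WT of 1.00 at 18 h and 1.03 at 48 h in BIS18, and 1.08 and 1.05 in BIS14. Each of the 12 BIS18 and BIS14 libraries had at least 0.89, and the other libraries, WT replicate 2 at 48 h included, lay between -0.075 and 0.17. The highest median of as many neighbouring transcripts elsewhere in BIS14 at 48 h was 0.48, against chance changes of neighbours. BIS14 differed from BIS3 by 1.01 at 48 h, so the WT libraries that both strains share as reference are not the cause. In WT the segment moved by -0.017 relative to all transcripts between 18 h and 48 h, against growth stage, and BIS18 at 48 h kept a median of 1.04 after trends with gene length and expression were removed. The segment was found at 18 h, and its median of 1.03 in BIS18 at 48 h is consistent with a doubling of the segment in both strains. This is a hypothesis, and no other biological explanation was tested.

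Transcripts of scaffold 3 were slightly higher in BIS3. The median log2 difference from WT was 0.099 at 18 h over 695 transcripts and 0.093 at 48 h over 751. Every BIS3 library lay above every other library (0.11 to 0.16, against -0.093 to 0.025). As many neighbouring transcripts elsewhere had a median at most 0.072 from that of all transcripts at 48 h, against chance changes of neighbours. In WT the transcripts of the scaffold rose by 0.14 relative to all transcripts from 18 h to 48 h, and relative to all transcripts the BIS3 shift was 0.13 at 18 h and 0.14 at 48 h, so this change by itself leaves growth stage open. Growth stage would need BIS3 to follow the WT change across transcripts with a slope near 1. The slope was -0.033 at 18 h (-0.063 to 0.0028 in single BIS3 libraries) and -0.14 at 48 h (-0.16 to -0.13), which gives shifts of -0.0045 and -0.020 and argues against growth stage. The lowest of the 6 libraries had 0.11. No biological explanation was tested.

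Of the transcripts outside the paper's genes, 4 had the largest changes in GB2 against WT at 18 h by the rule for named genes. Transcript 14041 (scaffold 5, 342333 to 343433) gave 82.1 ± 17.4 TMM-normalized CPM in GB2 (SD, n = 3), and WT was at or under 2 counts in each library, which makes it at least 42.4-fold higher. Transcript 10740 (scaffold 13, 452902 to 454246) gave 2145.9 ± 24.1 in GB2 (SD, n = 3) and 21.1 ± 4.00 in WT (SD, n = 6, with 20.3, 18.9, 19.6, 19.9, 29.2 and 18.8 in replicates 1 to 6), with a log2 fold change of 6.65, and 5.43 at 48 h. Transcript 16113 (scaffold 8, 691026 to 692859) was at least 75.6-fold lower in GB2, which was at or under 2 counts, and at 48 h its log2 fold change was -0.37 (adjusted p = 0.528 in the same edgeR test), with -0.055 without WT replicate 5 and -0.85, -0.17 and -0.19 without GB2 replicates 1, 2 and 3 in turn. Transcript 10245 (scaffold 12, 111051 to 112240) was at least 12.6-fold lower, and at 48 h its log2 fold change was -0.98 (adjusted p = 0.0182, 0.121 with only the 2 groups compared in the fit and 0.0986 without GB2 replicate 1, from 0.000284 to 0.121 over its 20 alternatives). The rule of no overlap left 1759 transcripts higher and 1761 lower, where chance gives 1.19% per direction. No explanation was tested for single transcripts.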

How the results depend on the processing

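All alternatives were set before the data were examined, except leaving out each library in turn for the Table S2 genes and leaving WT replicate 2 out of the interaction fit at 48 h only, which were chosen after seeing the data. BIS against ANT and TEF1 was not run, since those genes were not linked to transcripts. Where BIS was left out of the counts, or removed by the filter of at least 10 counts in every library, the fold changes and steps of BIS have no value.

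Changes are counted above 1.5 times for counts and above 1 SD for values without a test. Unless a cause is named, the cause was not tested. Under every alternative run, the counts for GB2 against WT and for GB2 against BIS3 at 18 h, the Table S2 counts of BIS18, BIS3 and GB2 at 18 h and of BIS18 and GB2 at 48 h, and the BIS ranks of BIS14 at 18 h and of BIS3 and GB2 moved by no more than this. The Table S2 count of GB2 at 48 h, 9, was 6 without GB2 replicate 1. RLE normalization moved none of the counts.

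With WT replicates 1 to 3 only, the values were 131 for BIS18 at 18 h (74 higher, 57 lower), 467 for BIS14 at 18 h (311 higher, 156 lower), 6 of the Table S2 genes for BIS14 at 18 h, 1383 for BIS3 at 18 h (804 higher, 579 lower), 402 for BIS18 at 48 h (225 higher, 177 lower), 703 for BIS14 at 48 h (423 higher, 280 lower), 2 of the Table S2 genes for BIS14 at 48 h, 196 for BIS3 at 48 h (108 higher, 88 lower) and 1 of the Table S2 genes for BIS3 at 48 h. With WT replicates 4 to 6 only, they were 1298 for BIS18 at 48 h (794 higher, 504 lower), 3153 for BIS14 at 48 h (1665 higher, 1488 lower), 2504 for BIS3 at 48 h (1336 higher, 1168 lower) and 3268 for GB2 at 48 h (1723 higher, 1545 lower). With all 36 libraries in one fit, they were 822 for BIS14 at 18 h (508 higher, 314 lower), 576 for BIS18 at 48 h (375 higher, 201 lower), 1699 for BIS14 at 48 h (944 higher, 755 lower), 838 for BIS3 at 48 h (457 higher, 381 lower), 425 for GB2 against BIS3 at 48 h (285 higher, 140 lower) and 3 steps with a rise at 48 h. With only the 2 groups compared in the fit, they were 5 steps with a rise at 18 h, 59 for BIS18 at 48 h (53 higher, 6 lower), 138 for BIS14 at 48 h (114 higher, 24 lower), 92 for BIS3 at 48 h (55 higher, 37 lower), 493 for GB2 at 48 h (334 higher, 159 lower), 2318 for GB2 against BIS3 at 48 h (1310 higher, 1008 lower) and 3 steps with a rise at 48 h. The fit of GB2 and BIS3 alone holds no WT library, and leaving out WT replicate 2 alone gave 1910 for that comparison at 48 h. Counts thinned to the smallest library, which lowers the depth, gave 94 for BIS18 at 48 h (81 higher, 13 lower), 613 for BIS14 at 48 h (406 higher, 207 lower), 225 for BIS3 at 48 h (120 higher, 105 lower), 817 for GB2 at 48 h (514 higher, 303 lower), 68 for GB2 against BIS3 at 48 h (58 higher, 10 lower) and 1532 for the change of the GB2 difference (888 higher, 644 lower). DESeq2 gave 603 for BIS18 at 48 h (393 higher, 210 lower), 1588 for BIS14 at 48 h (931 higher, 657 lower), 8 of the Table S2 genes for BIS14 at 48 h, 944 for BIS3 at 48 h (491 higher, 453 lower), 9 of the Table S2 genes for BIS3 at 48 h, 597 for GB2 against BIS3 at 48 h (414 higher, 183 lower) and 3 steps with a rise at 48 h. Adjustment over the list alone gave 9 of the Table S2 genes for BIS3 at 48 h, since fewer genes were adjusted for. With BIS left out, and with at least 10 counts in every library, the steps with a rise at 48 h fell to 0 because the 1 step counted was that of BIS, and 9 steps stayed tested. Ranking by CPM gave BIS mean ranks of 105.7 and 135.7 in BIS18 at 18 h and 48 h and of 1 in BIS14 at 48 h. For the 48 h GB2 count, WT replicates 1 to 3 only gave 1989 (894 higher and 1095 lower, 45.0% higher against 55.9%).

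Leaving out 1 library at a time, the 48 h counts ran from 59 to 1497 for BIS18, 343 to 2827 for BIS14, 149 to 1977 for BIS3 and 751 to 3382 for GB2, each highest without WT replicate 2, and from 50 to 1910 for GB2 against BIS3. Table S2 genes ran from 8 to 13 for BIS14 at 18 h, and at 48 h from 1 to 12 for BIS14 and 3 to 10 for BIS3. Steps with a rise at 48 h ran from 1 to 5, and the change of the GB2 difference between time points from 1503 to 3084. Without WT replicate 2 at 48 h only, the last was 3162 (1549 higher and 1613 lower). The correlation of BIS18 with the WT change over time ran from 0.176 to 0.233. With the WT sets exchanged the correlations were 0.0830 for BIS18, -0.0539 for BIS14, -0.144 for BIS3 and -0.0148 for GB2, and the WT change over time then includes replicate 2 at 48 h.

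With all libraries the counts were 39 for BIS18 at 18 h (35 higher, 4 lower), and at 48 h 237 for BIS18 (172 higher, 65 lower), 1058 for BIS14 (654 higher, 404 lower), 1554 for GB2 (868 higher, 686 lower) and 229 for GB2 against BIS3 (161 higher, 68 lower). The share of higher genes moved by more than 10 points for BIS18 at 48 h without WT replicate 2 (878 higher and 619 lower, 58.6% against 72.6%), without BIS18 replicate 1 (52 and 7, 88.1%) and without BIS18 replicate 2 (54 and 6, 90.0%). For GB2 against BIS3 at 48 h it was 55.5% without WT replicate 2 (1060 and 850), and 84.0% to 88.0% without BIS3 replicate 1 or 3 or GB2 replicate 1, 2 or 3, against 70.3%.

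The replicate numbers do not pair the libraries. Across strains the correlation of libraries with the same number ran from -0.219 to 0.333 at 18 h and from -0.188 to 0.169 at 48 h, and between the time points of one strain and number from -0.269 to 0.271. With the replicate block, which also leaves out WT replicates 4 to 6, the counts were 98 for BIS18 at 18 h (60 higher, 38 lower), 404 for BIS14 at 18 h (274 higher, 130 lower), 1243 for BIS3 at 18 h (729 higher, 514 lower), 478 for BIS14 at 48 h (313 higher, 165 lower), 100 for BIS3 at 48 h (58 higher, 42 lower) and 136 for GB2 against BIS3 at 48 h (102 higher, 34 lower). Calls of single genes were lost for ERG11 (0.134) and MK (0.271) in BIS14 and IDI in GB2 (0.0673) at 18 h, FAS2 in GB2 at 48 h (0.0715), the 18 h steps of ERG10 (0.0831) and ERG13 (0.0527) from BIS14 to BIS3 and of BIS from BIS3 to GB2 (0.0662), and the interaction terms of MVD (0.0836) and GGPPS (0.0619), each an adjusted p of edgeR's quasi-likelihood test. Fewer calls under the block are therefore no measure of the size of an effect.

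Of 1248 fold changes of single genes under alternatives (63 results), 1175 kept their direction and call, 40 were weaker, 21 stronger and 12 reversed. For steps the numbers were 603, 21, 11 and 1 of 636. For interaction terms 201 of 227 kept their call and 26 were weaker. Of 296 values of log2 FPKM, 13 moved, 11 of them with TMM effective library sizes. MK in GB2 at 48 h, 0.036, was -0.0019 with the replicate block, -0.027 with WT replicates 1 to 3 only and -0.031 to 0.12 over the single libraries left out. ERG11 in GB2 at 48 h, 0.031, was -0.031 with counts thinned, -0.16 with WT replicates 4 to 6 only and -0.12 to 0.085 with single libraries left out. MVD in GB2 at 48 h, 0.22, was -0.034 with counts thinned, and PMK in GB2 at 18 h, 0.10, was -0.0085 with the replicate block. ERG20 from BIS18 to BIS14 at 48 h, 0.11, ran from -0.073 to 0.24 with single libraries left out.

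Depth limits the smallest counts. BIS in WT rests on 3 to 14 counts per library, and transcripts at or under 3 counts are given as bounds.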

Differences from the paper's values

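None of the paper's 68 log2 fold changes in Table S2 for the genes linked here differed from the values computed here by more than the SD between libraries. The fold changes differed from the paper's by -0.063 to 0.012 (median -0.031), and the match of identifiers was made on these fold changes. None of the paper's 38 levels in Table S1 for these genes and BIS differed by more than 1.5 times, but 14 differed by more than the SD between libraries, among them all 4 in GB2 at 18 h, which were lower here (-0.36 to -0.27). Over all 38 the difference was -0.36 to 0.21 on the log2 scale. With TMM effective library sizes it was -0.029 to 0.092, and 5 levels differed by more than the SD.

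Of 68 comparisons, 65 fell on the same side of the threshold as in the paper, which has 46 past it, against 43 here. FAS1 in BIS14 had a log2 fold change of 0.37 (adjusted p = 0.106) and the paper's adjusted p is 0.0238. The call was reached without BIS14 replicate 1 (0.00110). PMK in BIS3 had -0.36 (adjusted p = 0.0507), where the paper's adjusted p is 0.0325. It was called with no low-count filter (0.0480), with at least 10 counts in every library (0.0343), without WT replicate 6 (0.0416) and without BIS3 replicate 2 (0.00310). PMK in BIS14 had -0.35 (adjusted p = 0.0910), against the paper's 0.0349, and no alternative adjusted over all transcripts tested reached the call. Adjusted over the list of Table S2 alone, FAS1 in BIS14, PMK in BIS14 and PMK in BIS3 each passed the threshold.

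The paper's text has more modest changes for the other genes of the pathway, down to slight decreases in GB2, with MK slightly lower and PMK little changed as its examples. At 18 h, HMGR (1.23), MVD (0.94) and IDI (0.61) were higher in GB2 on the log2 scale, as they are in the paper's Table S2, and MK (-0.82) was lower. It states that ERG10, ERG13 and ERG20 rise in proportion to production. At 48 h the log2 step of ERG10 from BIS14 to BIS3 was -0.41 (adjusted p = 0.617) and that of ERG20 from BIS3 to GB2 was -0.24 (adjusted p = 0.705), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and neither past the threshold. The ERG10 step from BIS3 to GB2 was 0.65 (adjusted p = 0.107), and it passed with DESeq2 (0.0338), with only the 2 groups compared in the fit (0.000249), with all 36 libraries in one fit (0.0269) and without WT replicate 2 (0.00729). The ERG20 step from BIS14 to BIS3 was 0.57 (adjusted p = 0.514), and it passed without WT replicate 2 (0.0156). The transcript part of the paper's Table S1 has lower levels at the 2 steps below 0. In its protein part at 48 h, ERG10 is higher in BIS3 than in BIS14, and ERG20 is lower in GB2 than in BIS3.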

Other observations

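The correlations with the WT change over time, and the fit with BIS left out of the counts, were set before the data were examined. The other tests in this part were chosen only after the results they bear on had been seen.

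The counts of differing transcripts were set against other splits of the same libraries into groups of the same sizes. At 18 h as many transcripts as in the real split came from 2 of 84 splits for BIS18 (the other being WT replicates 1 to 3 against the rest, with 304), and from 1 of 84 for BIS14, for BIS3 and for GB2. At 48 h they came from 2 of 84 for BIS18 (the other again WT replicates 1 to 3, with 1253), from 3 of 84 for BIS14 (the others being 2 BIS14 libraries with WT replicate 2, with up to 1182), and from 1 of 84 for BIS3 and for GB2. The interaction term and the Table S2 counts of BIS14, BIS3 and GB2 at 18 h and 48 h each came from 1 of 84. For the Table S2 counts this is not independent evidence. Their transcripts were linked by the fold changes of the real split at 18 h. For GB2 against BIS3 at 18 h and at 48 h the real split was 1 of 10, and for WT replicates 1 to 3 against 4 to 6 at 18 h it was 1 of 10. In these designs of 3 against 3 the share is never under 0.1, so chance cannot be told apart from a difference by splits.

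WT replicates 1 to 3 and 4 to 6 differed at 18 h in 650 of 7143 transcripts. After thinning to the smallest library 540 still differed, which argues against depth. The SD over transcripts of the difference, 0.28, was 0.27 after the trend with the BIS18 change from 18 h to 48 h was removed, which argues against growth stage, and its r with log2 gene length was -0.0979. Its r with the same difference at 48 h, without replicate 2, was 0.546 across genes. Separate sets of cultures that each gave both time points would give this. The value cannot tell such sets from batches in the handling of the samples. The root mean square log2 difference of BIS18 at 18 h was 0.325 from replicates 1 to 3 and 0.223 from replicates 4 to 6. In the same order it was 0.451 and 0.489 for BIS14, 0.5735 and 0.616 for BIS3 and 0.894 and 0.891 for GB2. BIS18 thus lay nearer to replicates 4 to 6, and BIS14 and BIS3 nearer to replicates 1 to 3. Whether such a difference enters the strain comparisons was not tested. The labels name no batch, and no biological explanation was tested.

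BIS and Nat were counted in WT, which holds neither. The share of Nat among their counts was 14.9% at 18 h (95% Wilson interval 7.41 to 27.7) and 37.9% at 48 h (28.8 to 47.9), and 20.9% and 37.2% in the engineered libraries. Carry-over shared by all 36 libraries would give WT 1 share at both times, and the shares differed (two-sided Fisher's exact test, p = 0.00621, and 0.0140 without WT replicate 2 at 48 h). Within a time point the lower of the 2 exact binomial p against the engineered share was 0.373, which is consistent with carry-over among libraries of one time point. It may have arisen at any step from culture to sequencing.

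The rise of ERG10, ERG13 and ERG20 in GB2 at 18 h was tested against growth stage and against the share of counts that BIS takes. By the slope of GB2 on the WT change from 18 h to 48 h, each of the 3 would fall. The fall would be at most 0.058 on the log2 scale, so this slope gives none of the rise. The correlation across genes behind it was 0.0577, and -0.0148 with the WT sets exchanged, so its direction is not settled. A stage earlier than that of WT at 18 h lies outside the 2 time points, so the slope cannot test it. With BIS left out ERG10, the lowest of the 3, had a log2 fold change of 1.92. The regulation that the paper proposes stays open and was not tested.

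The correlation across genes between the difference of a strain from WT replicates 1 to 3 at 18 h and the change of WT replicates 4 to 6 from 18 h to 48 h was 0.225 for BIS18, 0.0682 for BIS14, -0.0580 for BIS3 and 0.0577 for GB2. Genes are not independent replicates in these values.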
